# Organ-specific characteristics govern the relationship between histone code dynamics and transcriptional reprogramming during nitrogen response in tomato

**DOI:** 10.1038/s42003-023-05601-8

**Published:** 2023-12-04

**Authors:** Russell Julian, Ryan M. Patrick, Ying Li

**Keywords:** Plant molecular biology, Epigenetics, Machine learning

## Abstract

Environmental stimuli trigger rapid transcriptional reprogramming of gene networks. These responses occur in the context of the local chromatin landscape, but the contribution of organ-specific dynamic chromatin modifications in responses to external signals remains largely unexplored. We treated tomato seedlings with a supply of nitrate and measured the genome-wide changes of four histone marks, the permissive marks H3K27ac, H3K4me3, and H3K36me3 and repressive mark H3K27me3, in shoots and roots separately, as well as H3K9me2 in shoots. Dynamic and organ-specific histone acetylation and methylation were observed at functionally relevant gene loci. Integration of transcriptomic and epigenomic datasets generated from the same organ revealed largely syngenetic relations between changes in transcript levels and histone modifications, with the exception of H3K27me3 in shoots, where an increased level of this repressive mark is observed at genes activated by nitrate. Application of a machine learning approach revealed organ-specific rules regarding the importance of individual histone marks, as H3K36me3 is the most successful mark in predicting gene regulation events in shoots, while H3K4me3 is the strongest individual predictor in roots. Our integrated study substantiates a view that during plant environmental responses, the relationships between histone code dynamics and gene regulation are highly dependent on organ-specific contexts.

## Abstract (web summary)

Analysis of ChIP-Seq of multiple histone modifications across shoots and roots in two nutrient supply conditions, coupled with machine learning, reveals new organ-specific patterns of epigenetic regulation in response to nitrate in tomatoes.

## Introduction

Nitrogen (N) is an essential plant macronutrient and a limiting factor for plant growth^1,2^. In modern agriculture, N is often amended in soil by applying chemical N fertilizer, which effectively boosts crop yield but contributes to environmental problems and climate change, impacting biodiversity and human health^3,4^. A comprehensive understanding of the molecular mechanisms of N uptake and assimilation is desired to improve nitrogen use efficiency and agricultural sustainability. In aerobic soil in a temperate climate, N is primarily taken up from the soil as nitrate through nitrate transporters (NRTs) in the roots encoded by the *NITRATE TRANSPORTER 1/PEPTIDE TRANSPORTER* *Family (NPF)*^1,5–9^. Nitrate is then assimilated in the roots or transported via NPF transporters to the shoots for assimilation^5^. During N assimilation, nitrate is first reduced to nitrite by nitrate reductase (encoded by *NIAs*), and then reduced to ammonium by nitrite reductase (encoded by *NIRs*)^1^. Ammonium, absorbed directly from the soil through ammonium transporters (AMTs) or produced from nitrate, is assimilated through the glutamine synthetase (GS)/glutamine-2-oxoglutarate aminotransferase (GOGAT) cycle^10^ into the amino acids glutamate and glutamine. The amino groups of glutamate and glutamine can then be transferred between carbon skeletons to produce other amino acids^11^ via aminotransferases e.g., asparagine synthetase (ASN)^12^.

Nitrate is not only a macronutrient but also a signaling molecule. Nitrate is sensed by the transceptor NPF6.3, a dual-function transporter and sensor protein^13,14^, triggering a signaling cascade and widespread reprogramming of gene expression on a scale of minutes to hours^15,16^ that results in physiological and developmental changes within days, including enhanced chlorophyll biosynthesis in the shoots and morphological changes in the roots^17,18^. NLP7, a member of the NIN-like protein family (NLPs), is a master regulator which translocates into the nucleus within minutes of nitrate supply to bind and regulate hundreds of nitrate-responsive genes^19^ and has also recently been recognized to function as a nitrate sensor protein^20^. Many other transcription factors (TFs) involved in nitrate responses have been characterized^5^: *HYPERSENSITIVE TO LOW PI-ELICITED PRIMARY ROOT SHORTENING 1 (HRS1)* and other members in the *HRS1* *HOMOLOG* *FAMILY* (*HHO*) are induced by a supply of nitrate within 10 min to regulate nutrient metabolism and root growth^21^; Basic leucine zipper 1 (bZIP1), another master regulator of N responses, acts through a hit-and-run mechanism to activate a large set of genes in response to N supply^22^; WRKY1 integrates light response and N signaling to coordinate carbon and N metabolism^23^; *LATERAL BOUNDARY DOMAIN CONTAINING PROTEIN 37 (LBD37)*, *LBD38*, and *LBD39* are induced by N and function as repressors of *NPF6.3*, *NRT2.1* and *NIA1* to fine-tune nitrate response^24^.

Regulation of gene networks by TFs occurs in the context of the local chromatin landscape. At the most basic level, this consists of genomic DNA wrapping around histone octamers to form nucleosomes^25^. Posttranslational modifications of histone proteins at their N-terminal tails are known to affect chromatin organization with resultant effects on gene expression^26^. The combination of a wide range of possible histone modifications, such as methylation and acetylation at different amino acid positions on histone tails, forms the histone code to extend the information potential of the genomic DNA at a given gene locus^27^. Histone acetylation reduces the positive charge of histones to create an open chromatin state, which is generally associated with active gene transcription^28^. Histone methylation can be associated with gene activation or repression depending on the amino acid substrates: histone subunit 3 lysine (K) 4 trimethylation (H3K4me3) and H3K36me3 are usually associated with active gene expression, while H3K27me3 and H3K9me2 are considered repressive histone marks associated with gene silencing^29,30^. Histone methylation and acetylation are reversible marks maintained by the coordinated function of writer and eraser enzymes. Histone acetylation is deposited by the histone acetyltransferase (HAT) writer proteins and erased by histone deacetylases (HDACs)^31^. Similarly, histone methylation is written by SET DOMAIN GROUP (SDG) proteins and erased by demethylases such as Jumonji (JMJs)^32^.

In plants, histone modifications play a key role in interfacing external signals and cellular gene expression to potentiate adequate physiological responses to the environment. For instance, histone deacetylases HDA6^33,34^, HDA9^35^, HDA19^36^, and HDT2^37^ are involved in plant response to abiotic or biotic stresses. H3K4 demethylases JMJ16 and JMJ17 mediate drought response^38^. H3K36me3, partially mediated by SDG8, was shown to regulate response to light^39^, pathogen^40^, and temperature^41^. Recently, a few studies have suggested that chromatin regulation plays an active role in plant nutrient responses, especially responses to N. HIGH NITROGEN INSENSITIVE 9 (HNI9), a component of the Pol II complex, was shown to repress *NRT2.1* during high N supply through increased H3K27me3^42^. H3K27me3 was also shown to be deposited at *NRT2.1* locus even when *NRT2.1* is highly induced, possibly to attenuate its expression^43^. In maize, the chromatin remodeling protein ZmCHB101 was found to contribute to nitrate response in part by regulating H3K4me3 and H3K27me3 dynamics at the *NRT2.1* and *NRT2.2* genes^44^. Levels of H3K9ac and H3K27ac at autophagy-related genes were observed to be dynamically regulated by HDA9 in response to nitrate starvation^45^. A genome-wide study found that SDG8 affects H3K36me3 levels and RNA processing in response to nitrate treatment^46^; however, this study focused on aerial tissues, while the epigenomic changes in roots, the organ that first senses and uptakes N, remain unknown. In fact, although it has been well documented that chromatin modifications are dependent on organ or tissue context^47^, it has remained unclear whether the same external stimulus triggers similar or distinct chromatin changes in different organs such as shoots *vs* roots. In addition, while previous studies typically focused on either specific genes, gene families, or pathways, and assayed a limited number of histone marks, an in-depth understanding of the histone code requires multiple histone marks to be evaluated simultaneously genome-wide to elucidate the individual and combinatorial effects of histone modifications on gene expression. Finally, to date, most studies have been performed in Arabidopsis, while knowledge on epigenetic regulation in crop species is relatively scarce.

Here, we present an extensive genome-wide study of five histone marks: H3K4me3, H3K27ac, H3K36me3, and H3K27me3, in two organs, shoots and roots, and additionally H3K9me2 in shoots, in response to the nutrient nitrate in tomato plants. The marks were chosen based on previous evidence for their involvement in nitrate-responsive gene regulation^42–46^ and the availability of reliable and high-quality antibodies for chromatin immunoprecipitation sequencing (ChIP-Seq). Our results suggest that histone modifications are responsive to the N supply in an organ-specific manner, with H3K27ac being the most dynamic. Overlaying transcriptome data collected from the same organs, we found that while permissive marks are often associated with gene activation, and vice versa, a non-canonical pattern of increasing H3K27me3 was observed at a group of up-regulated genes in the shoots. Finally, we applied machine learning approaches to understand the contribution of histone marks, individually or in combination, in predicting gene regulation. While combinatorial information from multiple histone marks greatly increased accuracy of prediction of gene regulation, accuracy of those predictions was mostly dependent on H3K36me3 in the shoots and H3K4me3 in the roots.

## Results

### A supply of nitrate triggers organ-specific changes of histone modifications at specific gene loci

To investigate the organ specificity of dynamic histone modifications in response to N changes, we treated 3-week-old tomato seedlings (*Solanum lycopersicum*, cultivar M82) with four days of N starvation, followed by N-supply (2.8 mM NO_3_^−^; +N) or continued N-starvation (2.8 mM Cl^−^ as a control; −N) treatments (Supplementary Fig. 1). Growth in +N conditions led to increased biomass, greater shoot-to-root ratio, and higher chlorophyll content compared to the −N controls after seven days (Supplementary Fig. 2). To investigate the chromatin regulatory mechanisms underlying response to N, we assayed the genome-wide profiles of four histone modifications, H3K4me3, H3K27ac, H3K27me3, and H3K36me3, by ChIP-Seq in shoots and roots six hours following +N or −N treatment (Supplementary Fig. 1). One additional histone modification, H3K9me2, was assayed for shoots only, as described in the following section. The six-hour time point was chosen to capture the relatively early regulatory events that would lead to physiological divergence, while allowing enough time for the histone modifications to respond to the N signal^48^. The analyses of our ChIP-Seq data uncovered hundreds to thousands of dynamic islands, i.e., genomic regions associated with H3K4me3, H3K27ac, H3K27me3, or H3K36me3 modifications that are significantly different between +N and −N conditions (FDR < 0.05 and fold-change > 1.5) (Supplementary Fig. 3a, b). The majority of dynamic H3K4me3 and H3K36me3 islands are colocalized with the transcribed region of annotated genes (i.e., genic region; Supplementary Fig. 3c, d). By contrast, the genomic islands with dynamic H3K27ac or H3K27me3 are not only associated with genic regions, but also located to putative promoters (i.e., 5 kb upstream of the start of annotated genes), and located in intergenic regions (>5 kb from any gene) (Supplementary Fig. 3c, d). Differentially modified genes (DMGs) associated with dynamic histone modifications were identified, both in the genic region (Fig. 1a) and in the putative upstream promoters (Fig. 1b) for roots or shoots separately (Supplementary Data 1). Among the four histone marks assayed, H3K27ac appeared to be the most strongly responsive to N supply; dynamic H3K27ac occurs at hundreds of gene loci, while dynamic H3K27me3, H3K4me3, and H3K36me3 are observed at a more limited set of gene loci (Fig. 1a, b). Moreover, different histone marks seem to be regulated at gene loci involved in distinct biological processes (Supplementary Data 7; Fig. 1d, e): for example, in the shoots, genic H3K27ac is increased by N supply at genes involved in photosynthesis and carbon metabolism, while genic H3K36me3 is increased at gene loci involved in rRNA metabolism (Fig. 1d), despite both marks having an accepted role associated with gene activation.

**Fig. 1:**
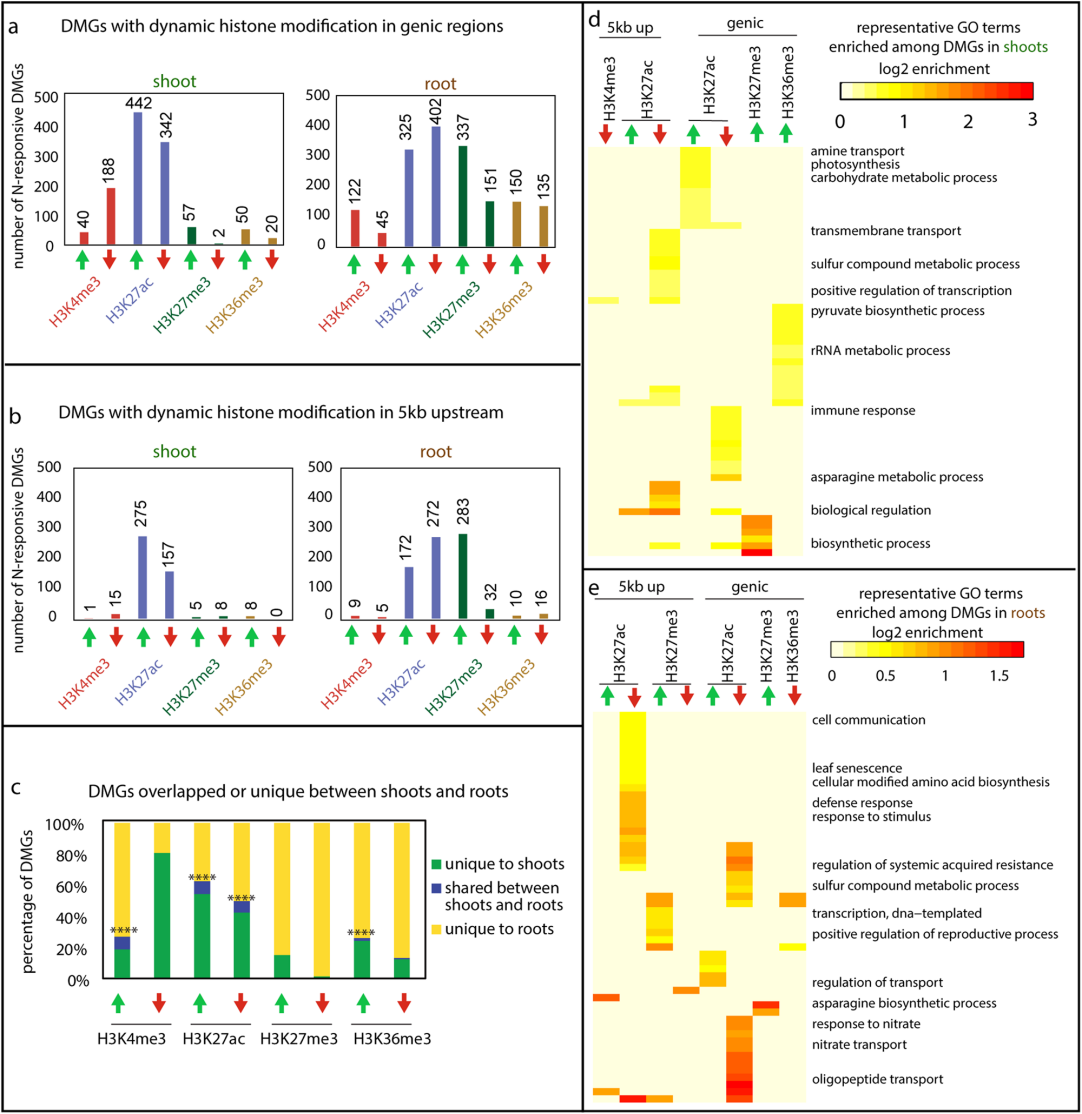
Nitrogen treatment triggered organ-specific dynamic changes in various histone modifications at gene loci involved in distinct biological processes. **a** Number of differentially modified genes (DMGs) with significantly different levels of H3K4me3, H3K27ac, H3K27me3, or H3K36me3 in the transcribed regions of genes (i.e., genic region) in the +N treated samples compared to the −N controls. **b** Number of DMGs with significantly different levels of histone modifications in the 5 kb upstream of TSS (i.e., promoter) in the +N treated samples compared to the −N controls. **c** The percentage of DMGs with dynamic genic marks that are shared between shoots and roots (blue columns), unique to the shoots (green columns), or unique to the roots (yellow columns). The significance of the overlap between shoots and roots was determined using hypergeometric distribution against a whole genome background, and a significant overlap is indicated by asterisks: (•*p* < 0.1; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). **d**, **e** Heatmap depicting the fold enrichment of signaling GO terms significantly enriched among the DMGs identified in shoots (**d**) or in roots (**e**). Significantly over-represented GO terms among individual groups of DMGs were first determined using ShinyGO (enrichment FDR < 0.05). Semantic redundancy within a GO term list comprising all terms significantly over-represented in at least one set of DMGs was determined by ReviGO^98^. GO terms with a dispensability score >0.5 in roots or >0.4 in shoots were removed to only keep representative GO terms. A selection of GO terms are labeled in the figure, while the full list of GO terms are in Supplementary Data 7. The log2 value of enrichment level (representation of a GO term in the group of DMGs *vs* the representation of this GO term in whole genome background) is shown, and the value is set to 0 if the GO term does not pass the statistical cutoff in the corresponding gene sets.

We next asked whether these dynamic histone modification changes are specific to one organ or shared between shoots and roots. In general, the majority of DMGs with dynamic *genic* histone modification (>91%) are organ specific, in that they are significantly responsive to N supply only in shoots or in roots (Fig. 1c). The comparison of DMGs with dynamic histone modification in the promoter was less meaningful due to the limited number of significant genes observed. Interestingly, we observed varying levels of organ specificity for different histone modifications. Dynamic change of H3K27me3 is highly specific to roots, as hundreds of DMGs *hyper-* or *hypo-*methylated with H3K27me3 are observed in the roots but a much more limited number of DMGs are detected in the shoots (Fig. 1a). Indeed, there was no overlap between the H3K27me3 DMGs in shoots and those in roots (Fig. 1c). Similarly, the changes of H3K36me3 were also more prominent in the roots than in the shoots (Fig. 1a). Genic H3K4me3 was more likely to increase than decrease in roots in response to N supply while in shoots the opposite pattern was observed (Fig. 1a). Finally, H3K27ac is the least organ-specific of the four marks, in that it is dynamic at hundreds of gene loci in both organs (Fig. 1a) with a significant portion of overlapped DMGs observed in both shoots and roots (Fig. 1c).

In summary, we observed dynamic and organ-specific changes of histone marks in response to changing N supply occurring at distinct functionally relevant gene loci for different marks. Generally, these events were limited to either shoots or roots and the level of response for different marks varied greatly. Overall, our epigenomic data uncovered notably different chromatin dynamics between the two organs in response to N supply, indicating that distinct epigenetic machinery operates downstream of nitrate signaling pathways to modify chromatin at specific target genes and manifest proper response in each organ.

### Integrating epigenome and transcriptome data provides insight into the regulation of N regulatory and metabolic genes

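Roots and shoots of tomato cultivar M82 were harvested 6 h after plants that had spent 4 days in N-free medium received either fresh N-free medium (−N, 0 mM nitrate) or fresh growth medium (+N, 2.8 mM nitrate). mRNA was sequenced from 3 biological replicates of each treatment in each organ, which gave 12 libraries, and each replicate was a pool of tissue from 4 plants. The authors trimmed the paired-end NovaSeq reads with Cutadapt, mapped them with Tophat2 to build 4.0 of the *S. lycopersicum* genome and counted them per gene with htseq-count. The tool versions, the strand setting of the counting and the treatment of reads that map to several genes are not given in the sources used here, so the values of near-identical gene copies are uncertain. The deposited table holds unnormalized read counts of 34075 genes under their Solyc identifiers. In roots, 17587542 to 20417331 reads per library were counted on genes in −N (median 18637372) and 17472760 to 19234119 in +N (median 18213670). In shoots, the totals were 20250058 to 21901432 in −N (median 21695921) and 18214103 to 21228781 in +N (median 19014935). The paper gives a depth of 20 to 25 M sequenced read pairs per library, whereas the values here use the counted reads. Within each organ, +N libraries were compared with −N libraries by edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. Libraries were scaled by TMM, which corrects the total count for genes that take up a changing share of the reads, and genes with low counts were removed by filterByExpr with a minimum count of 10. DEGs were called with the thresholds of the paper's methods, an adjusted p of 0.015 and a 2-fold change, while the paper's own calls come from DESeq2. Expression is given as CPM scaled by the TMM factors, with ± for the SD over 3 replicates. The organs were scaled apart, so CPM values are compared within an organ. The TMM factors lay between 1.05 and 1.07 in root −N libraries and between 0.942 and 0.948 in root +N libraries, while those of shoots were 1.11 in −N and 0.900 to 0.905 in +N. Replicates of the same group had correlations of log CPM of at least 0.989. Their counts differed by more than counting noise in each pair, with a chi-square per degree of freedom between 2.53 and 7.43. With 3 replicates against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the tests share information between genes.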

To understand how the observed epigenomic changes affect gene expression, we profiled and analyzed the shoot and root transcriptome of tomato plants treated with −N and +N conditions from tissues harvested in parallel with the ChIP-Seq samples (Supplementary Fig. 1). 

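Of the genes with enough reads, 21049 were tested in roots and 20689 in shoots. In roots, N supply up-regulated 1311 and down-regulated 1343 genes, 12.6% of those tested. In shoots, 2771 genes were up-regulated and 1577 down-regulated, 21.0% of those tested. Up-regulated genes made up 49.4% of the DEGs in roots and 63.7% in shoots, and this balance depends on the scaling. The genes up-regulated in shoots took 12.5 ± 0.0868% of the counted reads in −N and 32.7 ± 0.215% in +N (SD, n = 3). Those up-regulated in roots took 4.83 ± 0.297% and 14.3 ± 0.104%. The share of the down-regulated genes went from 8.73 ± 0.0559% to 2.54 ± 0.0648% in shoots. In roots it went from 5.87 ± 0.162% to 1.86 ± 0.0542%. Each set was chosen by its change in these same libraries. When libraries were scaled by their total counts alone, the median log2 fold change of all tested genes moved from −0.014 to −0.18 in roots and from −0.0082 to −0.30 in shoots. The DEGs then split into 991 up-regulated and 1886 down-regulated genes in roots (34.4% up) and into 1820 and 3026 genes in shoots (37.6% up). In numbers of genes, the alternative that moved a count most was a fold change of 1.5 in place of 2, with 4584 up-regulated and 3548 down-regulated genes in shoots. The most moved as a ratio were the genes down-regulated in roots with glmTreat, which tests whether a change exceeds 2-fold rather than whether it differs from 0. It called 688 up-regulated and 552 down-regulated genes in roots, and 1786 and 672 in shoots.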

In total, we identified 1331 DEGs that are up-regulated and 1304 down-regulated by a supply of N in roots, and 2760 up-regulated and 1534 down-regulated DEGs in shoots (Supplementary Data 2), using DEseq2. 

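Of the 3609 genes up-regulated in at least 1 organ, 473 were up-regulated in both, so that 86.9% were not called up-regulated in the other organ. Of the 2544 down-regulated genes, 376 were shared and 85.2% were not called down-regulated in the other organ. These percents include the genes called in opposite directions. Over both directions, 849 of 6101 DEGs were shared in the same direction, 5200 were called in 1 organ and 52 were called in opposite directions. The alternative that moved these percents most counted a DEG as shared when the other organ changed the same way at an adjusted p of 0.05 without a fold-change cutoff. Under it, 43.7% of the up-regulated and 51.5% of the down-regulated genes were not shared. Because a call in 1 organ is no test of a difference between organs, the N by organ interaction was tested with edgeR over all 12 libraries, and 10881 of 22483 genes (48.4%) passed an adjusted p of 0.05. Among the 5193 DEGs of 1 organ with this test, 3843 (74.0%) had an interaction, compared with 443 of the 849 shared DEGs (52.2%). At the thresholds of the DEG calls, an adjusted p of 0.015 and a 2-fold difference between the organs, 2173 (41.8%) of the DEGs of 1 organ had an interaction. Of the 1190 DEGs called in roots only and also tested in shoots, 70.2% changed with the same sign in shoots, and 44.6% did so at the adjusted p of 0.05. Of the 3065 DEGs called in shoots only and also tested in roots, 82.5% changed with the same sign in roots, and 61.5% did so at that threshold. A further 563 root and 382 shoot DEGs were not tested in the other organ because of low counts. Across the 19309 genes tested in both organs, which are not independent replicates, the log2 fold changes of roots and shoots had a Pearson correlation of 0.527 and a Spearman correlation of 0.501.

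**Figure D1:**
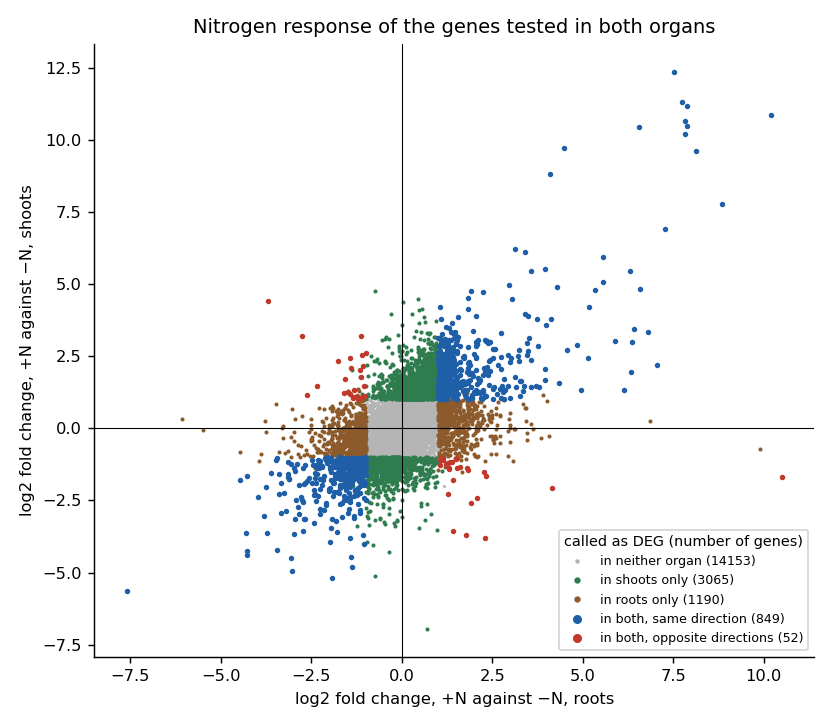
Log2 fold change (+N against −N) in roots (horizontal axis) and shoots (vertical axis) of the 19309 genes tested in both organs, where each point is a gene; 14153 were called in neither organ (grey), 3065 in shoots only (green), 1190 in roots only (brown), 849 in both in the same direction (blue) and 52 in opposite directions (red). Points far out along an axis include genes with 0 counts in a group, whose fitted change depends on the prior count.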

Concordant with the observed organ-specificity of DMGs, the majority of DEGs were also organ-specific in that 85% of up- and down-regulated DEGs changed significantly in only one organ.

In the roots, up-regulated DEGs are enriched with functional annotations for transmembrane transport (nitrate transport), ribosome biogenesis, and negative regulation of peptidase activity, indicating activation of N uptake and protein synthesis pathways in response to increasing N supply (Supplementary Data 3a). These include nitrate transporter *NRTs* (*Solyc11g069760.1*, *Solyc08g007430.2*, *Solyc05g006990.3*, and *Solyc11g069735.1*), as well as genes encoding enzymes for N assimilation and amino acid biosynthesis such as *NIA* (*Solyc11g013810.3*), *NIR* (*Solyc01g108630.3*, *Solyc10g050890.2*), and *GS* (*Solyc04g014510.3*) (Supplementary Data 2). 

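The root transporter genes differed widely in expression. *Solyc11g069735.1*, annotated as high-affinity nitrate transporter 2.2, rose from 137 ± 9.96 CPM in −N to 391 ± 13.9 CPM in +N (SD, n = 3), a log2 fold change of 1.51 (standard error 0.056, edgeR adjusted p = 9.01e-12). *Solyc05g006990.3* rose from 50.5 ± 1.73 to 154 ± 5.36 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.053, edgeR adjusted p = 2.44e-12). *Solyc08g007430.2* had 7 counts in the −N and 532 counts in the +N libraries, or 0.122 ± 0.110 and 10.2 ± 2.99 CPM (SD, n = 3), a log2 fold change of 6.37 (standard error 0.41, edgeR adjusted p = 4.06e-09), and of 7.00 without −N replicate 1 and 5.75 without −N replicate 2. *Solyc11g069760.1* had no count in the −N libraries and 196 counts in +N. Against a floor of 3 counts over the −N group it was at least 75.5-fold higher in +N (edgeR adjusted p = 9.87e-08). Such floors, and the counting intervals given for genes with few counts, cover counting error only. Among the enzymes, *NIA* (*Solyc11g013810.3*) had a log2 fold change of 3.49 in roots (standard error 0.11, edgeR adjusted p = 2.39e-12). The *NIR* genes rose by 6.57 (*Solyc01g108630.3*, standard error 0.11, edgeR adjusted p = 1.27e-15) and 5.88 (*Solyc10g050890.2*, standard error 0.061, edgeR adjusted p = 1.87e-17) on the log2 scale. Both are matched to the same Arabidopsis gene, and reads shared between them could have been counted for either. *GS* (*Solyc04g014510.3*) rose by 3.15 (standard error 0.057, edgeR adjusted p = 4.70e-15). For each of these genes every +N library lay above every −N library. From the functional annotations enriched among the up-regulated genes, the paper infers an activation of pathways for N uptake and protein synthesis when the N supply increases.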

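Transcripts of 5 genes annotated with the transport of other minerals fell in +N roots, and for each of them every +N library lay below every −N library. *Solyc01g095510.3*, which the paper names as a manganese transporter and whose annotation reads mitochondrial carrier protein MTM1, fell from 6.83 ± 0.338 to 2.97 ± 0.317 CPM (SD, n = 3), a log2 fold change of −1.20 (standard error 0.17, edgeR adjusted p = 1.64e-05). The magnesium transporter gene *Solyc05g012220.3* (MRS2-B) fell from 12.5 ± 0.484 to 5.76 ± 0.642 CPM (SD, n = 3), with a log2 fold change of −1.12 (standard error 0.13, edgeR adjusted p = 1.92e-06). The cation/calcium exchanger gene *Solyc07g006370.1* changed most, from 7.50 ± 0.877 to 0.887 ± 0.538 CPM (SD, n = 3), with a log2 fold change of −3.07 (standard error 0.28, edgeR adjusted p = 1.70e-07), or −3.68 without +N replicate 2. The zinc transporter gene *Solyc07g043230.3* fell from 11.6 ± 0.722 to 4.00 ± 1.02 CPM (SD, n = 3), with a log2 fold change of −1.53 (standard error 0.16, edgeR adjusted p = 1.04e-06). It fell in shoots as well, from 53.0 ± 4.02 to 17.6 ± 1.21 CPM (SD, n = 3), and the interaction with the organ was not significant (edgeR adjusted p = 0.512). The other 3 genes also fell in shoots, the calcium exchanger gene more than in roots (log2 fold change −4.49, interaction edgeR adjusted p = 0.00215), the manganese transporter gene slightly more (−1.53, interaction edgeR adjusted p = 0.0365) and the magnesium transporter gene less (−0.45, interaction edgeR adjusted p = 0.0133). *Solyc07g043200.2*, a zinc transporter gene with the same description, had 158 counts in −N roots, 63 in +N roots and none in shoots, and a log2 fold change of −1.11 (standard error 0.26, edgeR adjusted p = 0.00188). Without +N replicate 3 its log2 fold change was −0.98, under the 2-fold cutoff (edgeR adjusted p = 0.0117, and 5.61e-04 to 0.0117 over its alternatives). Reads shared by the zinc transporter genes, if they are close copies, make their separate values uncertain.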

Interestingly, down-regulated DEGs are also enriched with the biological process ‘transport’ (Supplementary Data 3b), including transporters for other mineral nutrients such as manganese (*Solyc01g095510.3*), magnesium (*Solyc05g012220.3*), calcium (*Solyc07g006370.1*), and zinc (*Solyc07g043200.2*, *Solyc07g043230.3*) (Supplementary Data 2). Therefore, the diverse mineral nutrient uptake and transport processes in the roots seem to adjust in response to the supply of N. In the shoots, the up-regulated genes are enriched with GO terms ‘translation’, ‘chlorophyll biosynthetic process’, and ‘nitrogen compound transport’ (Supplementary Data 3c), including genes encoding N transporters and N assimilation enzymes such as *NRT* (*Solyc06g074990.3* and *Solyc05g006990.3*), *NIA* (Solyc11g013810.3), *NIR (Solyc01g108630.3* and *Solyc10g050890.2*), *GS* (*Solyc01g080280.3* and *Solyc04g014510.3*), and *ASN* (*Solyc04g055200.3*) (Supplementary Data 2). 

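In shoots, *Solyc06g074990.3* was close to the limit of detection, with 3 counts in the −N libraries and 111 in the +N libraries, a ratio of 49.6 with a 95% counting interval of 16.5 to 244 (edgeR adjusted p = 2.97e-07). All 3 counts came from −N replicate 1, and without that library the −N group has no count and the fitted log2 fold change, which then depends on the prior count, moves from 5.45 to 8.42. *Solyc05g006990.3* rose from 10.1 ± 0.976 to 36.0 ± 1.01 CPM (SD, n = 3), a log2 fold change of 1.84 (standard error 0.091, edgeR adjusted p = 1.12e-12). The enzyme genes had much higher counts and correspondingly small errors. The log2 fold change of *NIA* was 3.88 (standard error 0.053, edgeR adjusted p = 4.35e-20), and those of the *NIR* genes were 4.84 (*Solyc01g108630.3*, standard error 0.065, edgeR adjusted p = 4.35e-20) and 3.02 (*Solyc10g050890.2*, standard error 0.066, edgeR adjusted p = 9.83e-18). The *GS* gene *Solyc04g014510.3* rose by 1.44 on the log2 scale (standard error 0.055, edgeR adjusted p = 2.39e-14). *ASN* (*Solyc04g055200.3*) rose from 41.2 ± 1.05 to 164 ± 4.16 CPM (SD, n = 3), a log2 fold change of 2.00 (standard error 0.054, edgeR adjusted p = 1.36e-16). In roots this gene stayed at 84.0 ± 4.44 CPM in −N and 86.9 ± 2.39 CPM in +N (SD, n = 3; edgeR adjusted p = 0.468), and the 2 organs differed with an interaction log2 fold change, shoots minus roots, of 1.86 (standard error 0.075, edgeR adjusted p = 6.19e-14).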

The down-regulated DEGs in shoots are enriched with regulatory processes and signaling pathways, as well as aging and leaf senescence (Supplementary Data 3d). Overall, our transcriptome analyses suggested that N assimilation and growth processes are activated and signaling cascades are reprogrammed in response to N supply in the shoots.

Overlaying epigenomic and transcriptomic data generated from the same samples provided insight to the complexity of chromatin modification at responsive regulatory and metabolic genes essential for N metabolism. TF families such as bZIPs^22^, HHOs^49^, LBDs^24^, NLPs^19^, and WRKYs^23^ are known to be involved in regulating N responses. Our results showed that members of these TF families are indeed regulated by N at both epigenetic and transcriptional levels (Fig. 2a, b), with many marked by complex histone codes that are specific to the individual gene locus and organ context. For example, *Solyc01g112190.3*, encoding an NLP family TF with similarity to the master regulator NLP7^19^, shows organ-specific regulatory changes, being up-regulated in shoots but down-regulated in roots, with distinct epigenetic dynamics in the two organs. 

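Each of the 10 TF genes of Fig. 2a was called in shoots in the direction drawn there, 5 up-regulated and 5 down-regulated, and so was each of the 12 TF genes of Fig. 2b in roots, 8 up-regulated and 4 down-regulated. These counts were the same adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. The +N and −N libraries did not overlap for any of these genes. The log2 fold changes in shoots ranged from 1.09 to 4.16 for the up-regulated genes (median 3.01), the upper end being that of *Solyc04g077990.3*, and from −3.13 to −1.03 for the down-regulated genes (median −1.97). *Solyc04g077990.3* had only 4 counts in −N and 59 in +N, and its log2 fold change moved to 3.604 without −N replicate 2 and to 5.33 without −N replicate 3. In roots, the down-regulated genes fell within a narrow range of −2.85 to −2.67. The *LBD* gene *Solyc01g107190.3* rose in roots from 1.13 ± 0.733 to 124 ± 3.94 CPM (SD, n = 3), a log2 fold change of 6.80 (standard error 0.15, edgeR adjusted p = 5.04e-14) that moved to 7.45 without −N replicate 1. The *WRKY* gene *Solyc10g005680.2* had no count in −N roots and 98 counts in +N roots, at least 37.8-fold higher (edgeR adjusted p = 1.70e-06). The *HHO* gene *Solyc05g009720.3* rose in both organs, with a log2 fold change of 2.88 in shoots (standard error 0.17, edgeR adjusted p = 2.12e-11) and 4.85 in roots (standard error 0.12, edgeR adjusted p = 9.84e-14), and the rise was larger in roots (interaction −2.06, edgeR adjusted p = 5.10e-07). Some calls lie near the 2-fold cutoff. The *LBD* gene *Solyc11g045530.3* fell below it in shoots when libraries were scaled by total counts (log2 fold change 0.79) or all 12 libraries shared a fit (0.996), and the *WRKY* gene *Solyc02g093050.3* without shoot +N replicate 2 (−0.98).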

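Reads on *Solyc01g112190.3* moved in opposite directions in the 2 organs. In roots the gene fell from 104 ± 0.569 CPM in −N to 15.3 ± 2.74 CPM in +N (SD, n = 3), a log2 fold change of −2.76 (standard error 0.088, edgeR adjusted p = 1.80e-12). In shoots it rose from 1.61 ± 0.283 to 14.8 ± 2.14 CPM (SD, n = 3), a log2 fold change of 3.20 (standard error 0.17, edgeR adjusted p = 3.91e-12), from 114 counts over the −N libraries to 785 over the +N libraries. The difference between the organs, tested as the interaction, was a log2 fold change of 5.87 (standard error 0.19, edgeR adjusted p = 1.58e-15) and stayed between 5.74 and 6.02 over 17 alternatives. The other *NLP* gene of Fig. 2b, *Solyc08g013900.3*, fell in both organs, with a log2 fold change of −2.67 in roots (standard error 0.082, edgeR adjusted p = 1.19e-12) and of −1.88 in shoots (standard error 0.063, edgeR adjusted p = 2.54e-15).

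**Figure D2:**
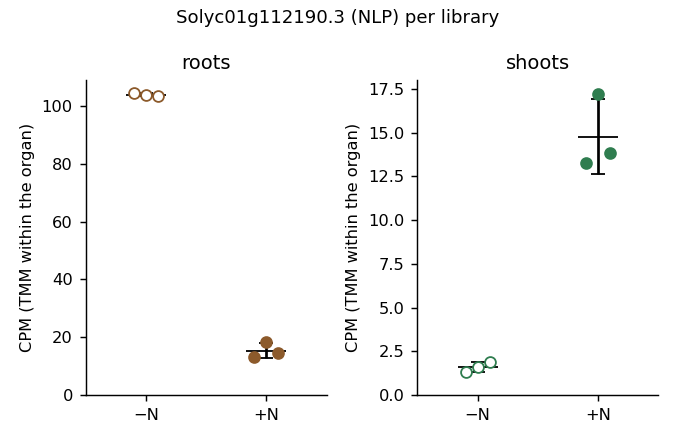
CPM of Solyc01g112190.3 per library in roots and shoots (open circles, −N; filled circles, +N), with the mean and SD of 3 replicates in black; the organs were scaled apart and have separate axes. Root −N libraries lie around 104 CPM and root +N libraries around 15.3 CPM, while shoot libraries rise from 1.61 CPM to 14.8 CPM.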

The gene is associated with increased H3K4me3, H3K27me3, and H3K36me3 in shoots, but in roots decreasing genic H3K27ac is observed (Fig. 2a, b, e). The different epigenetic states could possibly mediate the organ-specific transcriptional regulation of this *NLP*. We also investigated the epigenetic and transcriptional regulation patterns of genes central to N transport and metabolism^22^ (Fig. 2c, d). In roots, multiple genes encoding nitrate transporter family proteins (NRTs and NPFs) are up-regulated and associated with dynamic H3K27ac in the promoter (Fig. 2d), a pattern not observed in the shoots (Fig. 2c). By contrast, in both organs genes involved in nitrate reduction, ammonium transport, and N assimilation and amino acid biosynthesis are regulated at epigenetic and transcriptional levels. Specifically, genes encoding essential enzymes in nitrate reduction and assimilation, such as nitrate reductase (*Solyc11g013810.3*), nitrite reductase (*Solyc01g108630.3* and *Solyc10g050890.2*), glutamine synthetase (*Solyc01g080280.3* and *Solyc04g014510.3*), and glutamate synthase (*Solyc03g083440.4*) are up-regulated in both shoots and roots (Fig. 2c, d). Some of these genes share dynamic histone modification regulations between the two organs; for example, *NIA* and *NIR* genes displayed increased H3K4me3 in both shoots and roots (Fig. 2c, d). 

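Among the transporter genes of Fig. 2d, *Solyc06g074990.3* had the most reads in +N roots, where it rose from 54.5 ± 13.3 to 652 ± 34.2 CPM (SD, n = 3), a log2 fold change of 3.58 (standard error 0.12, edgeR adjusted p = 2.39e-12). The *NPF* gene *Solyc11g042820.2* rose in roots from 7.03 ± 0.343 to 14.2 ± 0.559 CPM (SD, n = 3), a log2 fold change of 1.01 (standard error 0.11, edgeR adjusted p = 1.51e-06). This call is at the 2-fold cutoff and was lost with total counts (0.84), without root −N replicate 1 (0.97) and without root +N replicate 3 (0.98). At the transcript level the same gene also rose in shoots, from 13.5 ± 0.636 to 34.9 ± 1.62 CPM (SD, n = 3), a log2 fold change of 1.37 (standard error 0.083, edgeR adjusted p = 2.70e-11), and its interaction with the organ was not significant (edgeR adjusted p = 0.0945). For *Solyc05g006990.3* the interaction was 0.13 on the log2 scale (edgeR adjusted p = 0.266), and for *Solyc06g074990.3*, with its few shoot counts, it was 1.78 (edgeR adjusted p = 0.162). *Solyc08g007430.2* rose less in shoots than in roots, from 0.199 ± 0.0292 to 1.60 ± 0.166 CPM in shoots (SD, n = 3), with an interaction of −3.48 (standard error 0.80, edgeR adjusted p = 9.92e-04). *Solyc11g069735.1* had 3 counts in shoot −N libraries and none in +N, too few for a test within shoots.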

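Nitrate reductase (*Solyc11g013810.3*) rose from 139.9 ± 31.7 to 1570.2 ± 13.0 CPM in roots and from 102 ± 3.27 to 1499 ± 61.2 CPM in shoots (SD, n = 3). The difference between these rises was not significant (interaction 0.30 on the log2 scale, edgeR adjusted p = 0.0625). The 12 libraries of this fit were scaled together, while the separate log2 fold changes were 3.49 in roots and 3.88 in shoots. No interaction was fitted with the organs scaled apart, so this call, near the threshold, may depend on the scaling. Glutamate synthase (*Solyc03g083440.4*), which took the most reads among these genes in +N roots, rose from 705 ± 79.5 to 9279.7 ± 171 CPM in roots (SD, n = 3), a log2 fold change of 3.72 (standard error 0.067, edgeR adjusted p = 4.70e-15). In shoots it rose from 113 ± 4.59 to 1551 ± 236 CPM (SD, n = 3), a log2 fold change of 3.78 (standard error 0.086, edgeR adjusted p = 1.35e-17), which did not differ from the rise in roots (interaction −0.029, edgeR adjusted p = 0.878). The other genes rose more in roots. The nitrite reductase gene *Solyc01g108630.3* rose from 2.71 ± 0.711 to 259 ± 14.5 CPM in roots and from 30.1 ± 2.57 to 865 ± 32.7 CPM in shoots (SD, n = 3), with an interaction of −1.82 (standard error 0.14, edgeR adjusted p = 9.18e-10). For *Solyc10g050890.2* the values were 27.3 ± 1.47 and 1612 ± 78.9 CPM in roots and 14.2 ± 0.459 and 115 ± 4.97 CPM in shoots (SD, n = 3), with an interaction of −2.95 (standard error 0.085, edgeR adjusted p = 5.61e-16). The glutamine synthetase gene *Solyc04g014510.3* rose from 277 ± 20.5 to 2465 ± 101 CPM in roots and from 48.7 ± 1.35 to 132 ± 4.55 CPM in shoots (SD, n = 3), with an interaction of −1.81 (standard error 0.077, edgeR adjusted p = 1.09e-13). None of these 5 genes lost its call in an alternative in either organ.

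**Figure D3:**
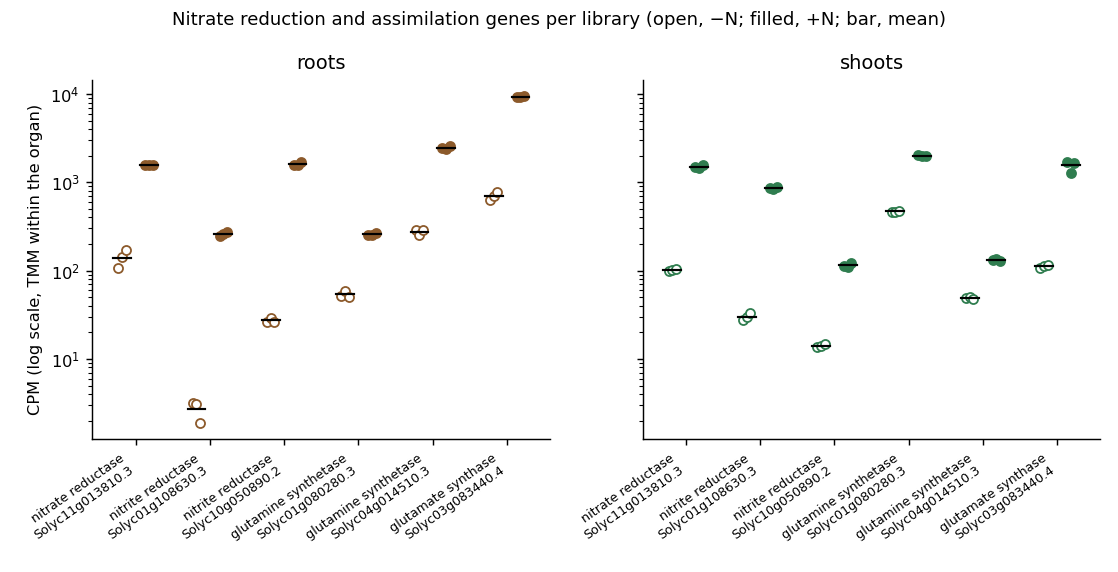
CPM per library (log scale) of the 6 genes of nitrate reduction and assimilation in roots (left) and shoots (right), with open circles for −N, filled circles for +N and a bar at each mean of 3 replicates. For each gene the +N libraries lie above the −N libraries in both organs, up to 9279.7 CPM on average for glutamate synthase in +N roots.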

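*Solyc01g080280.3*, which encodes chloroplast glutamine synthetase, had 3227 counts in the root −N libraries and 13405 in the root +N libraries, or 53.7 ± 4.00 and 258.8 ± 8.75 CPM (SD, n = 3), a log2 fold change of 2.27 (standard error 0.059, edgeR adjusted p = 1.89e-13). In shoots it had 33039 counts in −N and 105571 in +N, or 467 ± 6.92 and 2003 ± 31.1 CPM (SD, n = 3). The rise was slightly larger in roots, with an interaction, shoots minus roots, of −0.26 on the log2 scale (standard error 0.070, edgeR adjusted p = 0.00389). With each library left out in turn, the log2 fold change stayed between 2.23 and 2.33 in roots and between 2.09 and 2.11 in shoots.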

Other genes, such as *GS* (*Solyc01g080280.3*), displayed discrete epigenetic modifications in shoots *vs* roots despite being transcriptionally up-regulated in both organs (Fig. 2c, d). These observations add complexity to traditional views of gene regulation, revealing that seemingly similar up-regulated genes can be under different chromatin regulatory mechanism in different organs, possibly affecting the duration, magnitude, memory, or transcriptional processing of these gene activation events.

**Fig. 2:**
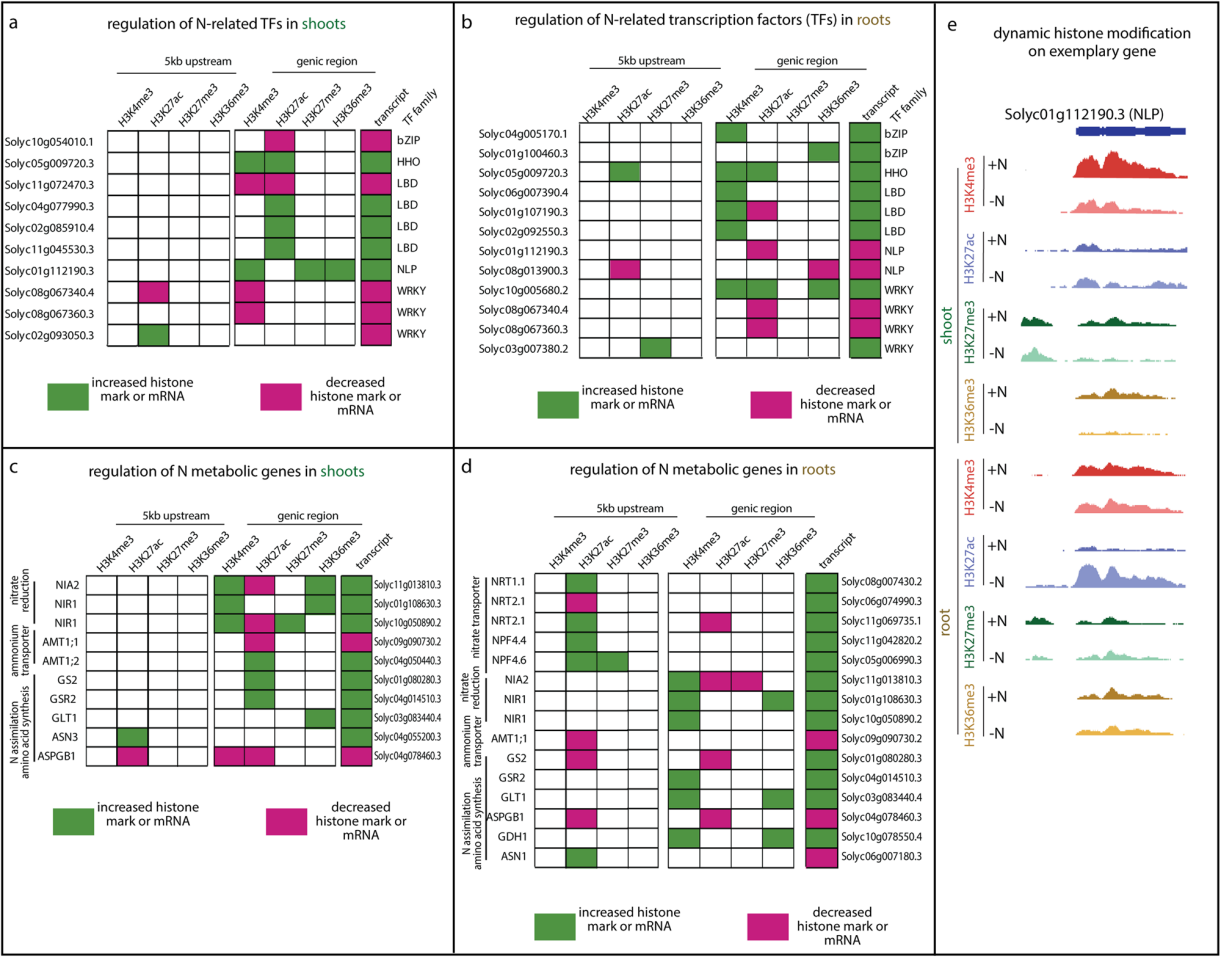
Nitrogen treatment causes complex changes in chromatin modifications and transcript levels of genes encoding known TF families, enzymes, and transporters involved in nitrogen responses. Genes encoding TF families (**a**, **b**) or enzymes and transporters (**c**, **d**) are shown with their significant changes in histone modifications and transcript levels. Green color indicates up-regulation of mRNA level or increased level of histone modification, while magenta color indicates down-regulation of mRNA levels or decreased histone modifications. **e** Histone ChIP-Seq coverage showing dynamic histone modifications along gene body of an *NLP* TF (*Solyc01g112190.3*) between −N and +N conditions. The sequencing depth was scaled to library size. Representative results from one of three independent biological replicates are shown.

### Global relationship between epigenome and transcriptome responses

To investigate the global relationship between epigenomic and transcriptomic changes in response to N supply, we compared the genes marked by dynamic histone modifications (DMGs) with genes showing differential expression (DEGs) (Fig. 3). We observed an overall pattern suggesting largely canonical gene activation or repression events, i.e., a gene whose transcript level is induced also displays increased permissive histone marks or decreased repressive histone marks, or vice versa. Indeed, for both shoots and roots, the permissive marks H3K4me3, H3K27ac and H3K36me3 in genic regions (Fig. 3a) or putative promoters (Fig. 3b) change concordantly with the changes of transcript levels, indicated by the significant overlap between up-regulated DEGs with genes showing increased H3K4me3, H3K27ac, or H3K36me3 (Fig. 3). 

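Overlaps were computed for the 18 lists of DMGs that were held complete, with at least 5 tested genes, against the up-regulated and the down-regulated DEGs of the same organ. The background was the genes tested in that organ. Of the root lists, H3K4me3 increased and H3K27ac decreased in genic regions and H3K4me3 increased upstream could be used, and the root list of increased genic H3K27ac, of which 161 of 325 genes were held, was left out, as were the other incomplete lists. By one-sided Fisher's exact tests adjusted over the 36 pairs, 13 overlaps passed an adjusted p of 0.05. In roots, 91 of 113 tested genes with increased genic H3K4me3 were up-regulated (80.5%, where 7.04 would be by chance, Fisher adjusted p = 1.38e-87), and 138 of 329 genes with decreased genic H3K27ac were down-regulated (21.0 by chance, Fisher adjusted p = 1.86e-76). In shoots, up-regulated genes made up 162 of 329 genes with increased genic H3K27ac (Fisher adjusted p = 4.58e-55), 39 of 49 with increased H3K36me3 (Fisher adjusted p = 8.73e-25) and 25 of 36 with increased H3K4me3 (Fisher adjusted p = 7.24e-14). Down-regulated genes made up 111 of 258 shoot genes with decreased genic H3K27ac (Fisher adjusted p = 7.16e-55), 71 of 156 with decreased H3K4me3 (Fisher adjusted p = 3.75e-37) and 7 of 20 with decreased H3K36me3 (Fisher adjusted p = 0.00154). Upstream of genes, the overlap was 56 of 207 for increased H3K27ac in shoots (Fisher adjusted p = 4.58e-07), 42 of 124 for decreased H3K27ac in shoots (Fisher adjusted p = 1.41e-16) and 4 of 8 for increased H3K4me3 in roots (Fisher adjusted p = 0.00257). None of the smaller shoot upstream lists, with 5 to 16 tested genes, passed. The lists come from ChIP-Seq of tissue harvested in parallel, and adjusted over the list alone the overlaps changed by at most 2 genes. As a test over libraries rather than genes, limma's fry gave a direction at an adjusted p of 0.05 for all 18 lists. The alternative that moved this count most was camera with an estimated correlation between genes, which called 10, while camera with its preset correlation called 12. All the genic H3K4me3 and H3K27ac lists were called by all 3. Fry, unlike camera, does not compare a list with the other genes. By edgeR, 57.9% of the tested genes in roots and 68.2% in shoots passed an adjusted p of 0.05. A call by fry alone therefore does not set a list apart from other genes. In shoots, the 7 genes with decreased upstream H3K27me3 were called rising by fry with a median log2 fold change of −0.28 and a mean of 0.35. The 10 genes with decreased upstream H3K4me3 were also called rising, with a median of 0.034 and a mean of −0.37, and with total counts they were called falling. The median of each list was unchanged when genes with 0 counts in a group were set at their bound. From these overlaps the paper reasons that permissive marks and transcript levels change concordantly, and proposes a largely canonical pattern of gene activation and repression.

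**Figure D4:**
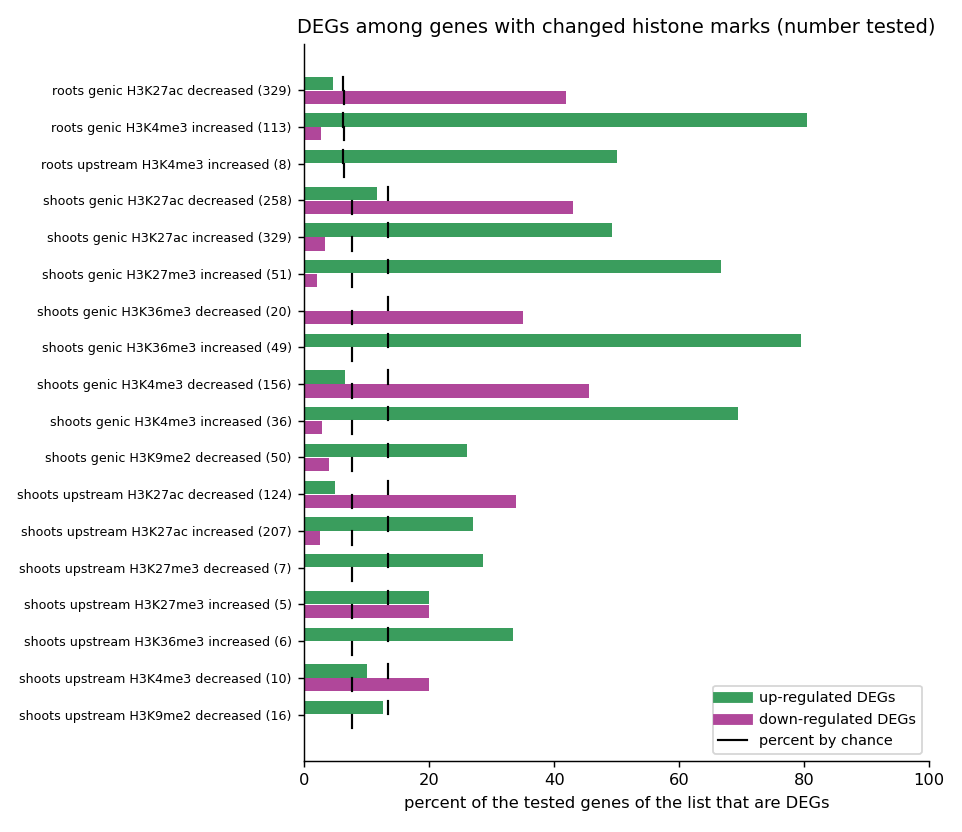
Percent of the tested genes of each list of DMGs that are up-regulated (green) or down-regulated (purple) DEGs of the same organ, with a black tick at the percent expected by chance and the number of tested genes in parentheses. The up-regulated share is highest for increased genic H3K4me3 in roots (80.5% of 113 genes).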

In agreement with this, at whole genome level higher expressed genes are associated with higher levels of H3K4me3, H3K27ac, and H3K36me3 (Supplementary Fig. 4). Unexpectedly, the H3K27me3 mark displays both canonical and non-canonical patterns, depending on the organ and positional context (presence in the promoter *vs* the gene body). In the roots, increased H3K27me3 at the putative promoter region is associated with decreased gene expression, which is consistent with the notion that H3K27me3 functions as a repressive mark (Fig. 3b). In accordance with this, at the whole genome level, higher H3K27me3 around the promoter to TSS is associated with lower gene expression (Supplementary Fig. 4). In the shoots, however, a majority (34/57) of DMGs with increased genic H3K27me3 surprisingly showed up-regulated transcript levels in response to N (Fig. 3a). These 34 genes are enriched with nitrogen metabolism related GO terms (Supplementary Data 4) such as cellular amide metabolic process (adjusted *p* < 7E−11) and cellular nitrogen compound biosynthetic process (adjusted *p* < 5E−6) and include multiple ribosomal protein coding genes and an *NLP* transcription factor gene (*Solyc01g112190.3*, Fig. 2e). In comparison to the H3K27me3 hypermethylated genes that do not exhibit significant mRNA up-regulation (23/57), these 34 genes with H3K27me3 hypermethylation and concurrent N-induced mRNA expression showed a greater fold-change in H3K27me3 increase (Fig. 4a). This set of genes also show significantly higher levels of H3K4me3 and H3K36me3 (Fig. 4a), possibly indicating that the combination of activation marks (H3K4me3 or H3K36me3) and the repressive mark (H3K27me3) specify the transcriptional states of these up-regulated genes, though it is also possible that this epigenetic pattern is caused by mixing distinct cell types constituting the organs. Moreover, the increased genic H3K27me3 signal at up-regulated genes is located at the gene body without spreading into the promoter (Fig. 4b), and the DMGs that are most strongly up-regulated at the transcript level are associated with a dynamic H3K27me3 spreading toward the 3’ end of coding region (Fig. 4b). 

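Of the 57 genes with increased genic H3K27me3, 51 had enough reads for a test in shoots, 34 were up-regulated DEGs and 1 was a down-regulated DEG. The up-regulated genes are 59.6% of the list, with an exact binomial interval over genes of 45.8% to 72.4%, and 66.7% of the tested genes, where 6.83 genes would be up-regulated by chance (one-sided Fisher's exact test, adjusted p = 1.27e-17). Adjusted over the list alone, the count was again 34. Without shoot −N replicate 1, which moved the share most among the libraries left out in turn, it was 56.1%. The genes of the list were more highly expressed than the average, with a median of 82.4 CPM compared with 19.0 CPM for all tested genes. To account for this, 10000 random lists of the same size matched on mean expression were drawn. Their median log2 fold changes lay between −0.35 and 0.77, and none reached the median of the list, 1.43. A separate test of the list by limma's fry, which makes no comparison with the matched lists, gave an adjusted p of 7.45e-07. Among the matched genes 21.6% were up-regulated DEGs. In roots the 49 tested genes of the list had a median log2 fold change of 0.62, and 8 of them were up-regulated DEGs there.

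**Figure D5:**
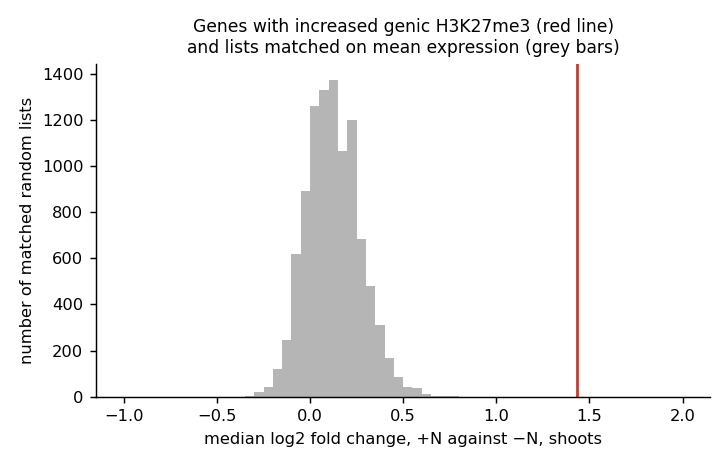
Median log2 fold change (+N against −N, shoots) of the tested genes with increased genic H3K27me3 (red line, 1.43) and of 10000 random lists of the same size matched on mean expression (grey bars, number of lists). The matched lists end at 0.77.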

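The 10 genes that Supplementary Data 4 lists under translation were all up-regulated DEGs in shoots, adjusted over all genes tested as well as adjusted over the list alone, which is not independent evidence because the list was drawn from DEGs of these samples, with log2 fold changes between 1.06 and 2.54 and a median of 2.08. For each of them the +N libraries lay above the −N libraries. The largest change was that of a gene for ribosomal protein L26 (*Solyc02g092430.1*), which rose from 63.8 ± 5.64 to 372 ± 9.08 CPM (SD, n = 3; standard error of the log2 fold change 0.061, edgeR adjusted p = 2.39e-17). Its rise was larger in shoots than in roots by an interaction of 1.59 on the log2 scale (standard error 0.077, edgeR adjusted p = 5.81e-13). *Solyc02g064670.1* is also annotated as ribosomal protein L26 and rose by 2.18 (standard error 0.061, edgeR adjusted p = 1.93e-16). Reads shared by such copies make their separate values uncertain. The smallest change was that of the asparaginyl-tRNA synthetase gene *Solyc10g080710.2*, from 163 ± 4.32 to 341 ± 6.81 CPM (SD, n = 3). Its log2 fold change fell below the 2-fold cutoff with total counts (0.77) and when all 12 libraries shared a fit (0.97).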

Interestingly, this non-canonical association of increased H3K27me3 with activated gene expression is only observed in the shoots but not in the roots. In the roots, the DMGs with increasing H3K27me3 at genic regions are associated with both down-regulated and up-regulated genes, while the increase of H3K27me3 levels is observed over the entire gene body and extends into promoter and downstream regions with no discernable relationship to the direction or magnitude of transcript level changes (Fig. 4c).

**Fig. 3:**
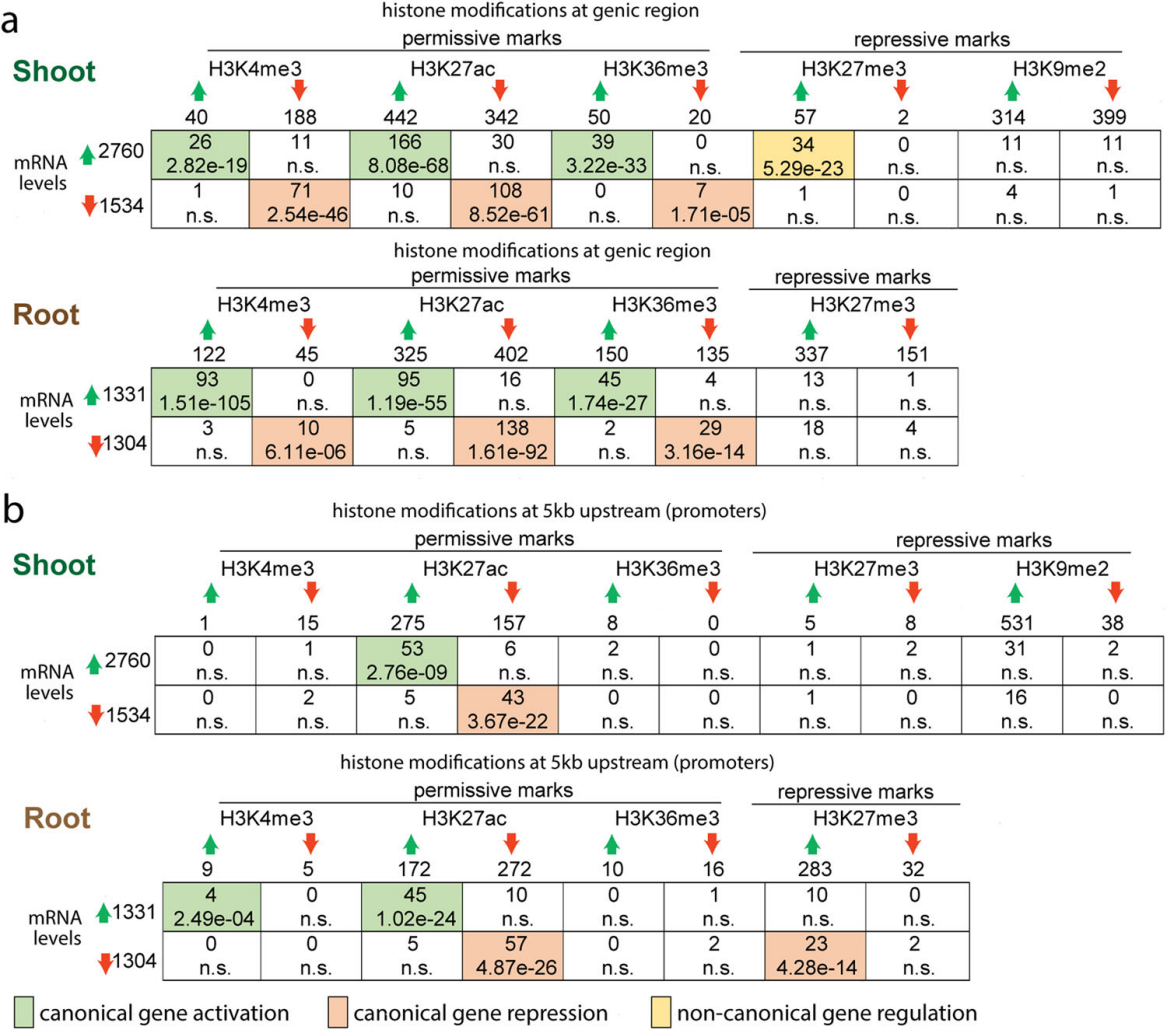
Overlapping differentially modified genes (DMGs) with differentially expressed genes (DEGs) uncovered canonical and non-canonical gene regulatory patterns. The rows represent the number of DEGs up-regulated or down-regulated at the mRNA level in +N samples compared to −N controls in shoots or roots. The columns represent the number of DMGs with increased or decreased histone modifications between +N and −N samples, in shoots or roots, separately, for genic regions (**a**) or promoters (**b**). Each cell represents the overlap between the DMGs represented by the column and the DEGs represented by the row. The top number in the cell represents the number of genes shared between the specific DMGs and DEGs, the bottom value represents the significance of such overlap determined using hypergeometric distribution against a whole genome background. N.S. stands for not significant (*p* > 0.05). A significant overlap, if occurring between up-regulated DEGs and DMGs with increased permissive marks (H3K4me3, H3K36me3, H3K27ac), or decreased repressive mark (H3K27me3 or H3K9me2), is considered as canonical gene activation and the cell is colored with green. A significant overlap, if occurring between down-regulated DEGs and DMGs with decreased permissive marks (H3K4me3, H3K36me3, H3K27ac), or increased repressive mark (H3K27me3 or H3K9me2), is considered as canonical gene repression and the cell is colored with light pink. Otherwise, a significant overlap is colored with yellow and represents a non-canonical gene regulatory event.

**Fig. 4:**
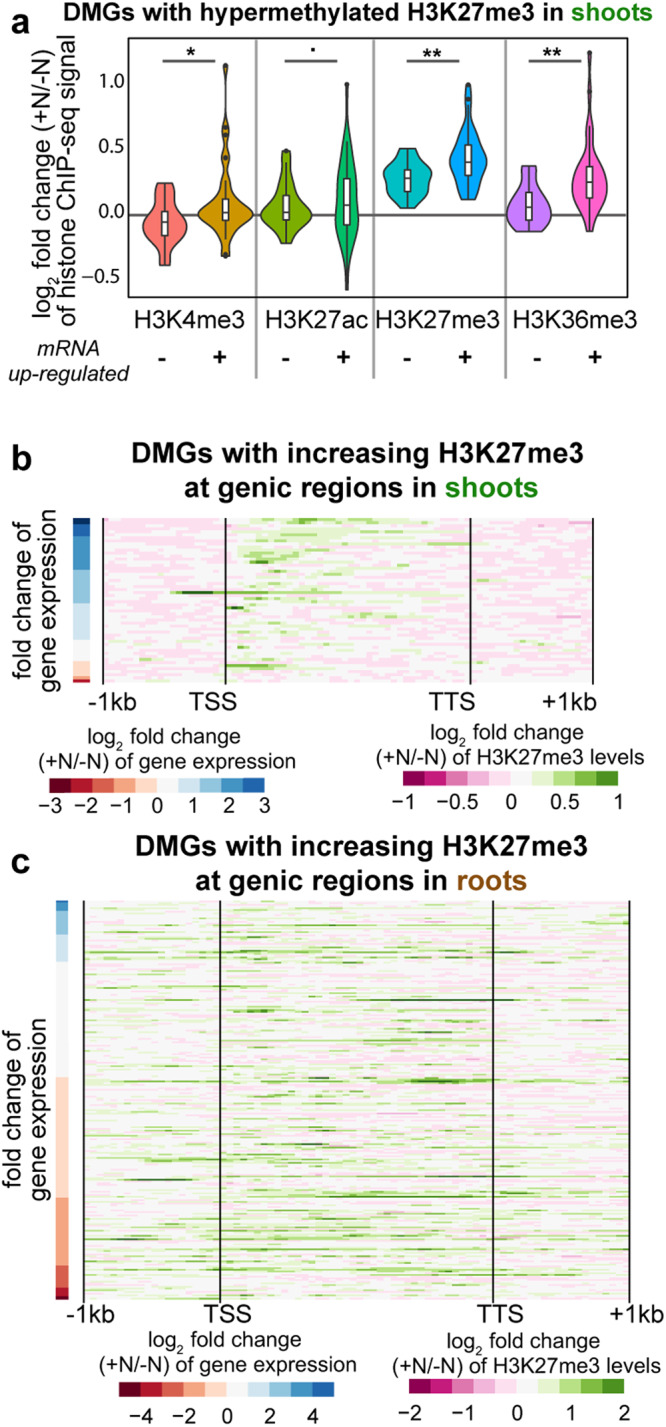
Up-regulated genes associated with increased H3K27me3 also show increased H3K4/K36 methylation, with H3K27me3 changes spreading over the transcribed region. **a** The log2 fold change of histone ChIP-seq coverage between +N conditions and −N conditions are plotted for the 57 genes with increased H3K27me3 in the shoots, specifically comparing between the 34 genes with increased mRNA levels and the remaining 23 genes that are not up-regulated. The log2 fold changes are plotted as violin plot using the R package ggplot2, and the statistical significance of differences between the two gene sets were determined using Student’s t-test. The *p*-value of the significant difference is indicated by asterisks: (•*p* < 0.1; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Overall, the up-regulated genes showed higher increases of H3K27me3, as well as increased H3K4me3 and H3K36me3. **b**, **c** Heatmaps showing the positional profile of changes of H3K27me3 from 1 kb upstream of transcription start site (TSS) to 1 kb downstream of transcription termination site (TTS) for genes with increased H3K27me3 at genic region in shoots (**b**) or in roots (**c**). Log2 fold change of H3K27me3 ChIP-Seq sequencing depth between +N and −N samples were plotted as heatmap with green color representing increased H3K27me3 in +N samples compared to −N controls and magenta representing decreased H3K27me3 in +N samples compared to −N controls. Each row in the heatmap represents one gene, and the expression level change of the gene is indicated by the color in the column on the left of the heatmap. Blue color represents up-regulation of transcript levels in +N samples compared to −N controls, while red color represents down-regulation. The genes are ranked with the most up-regulated genes at the top. Overall, the increased H3K27me3 is observed only in transcribed region in the shoots, while it spreads into the 1 kb promoter region in the roots. In the shoots, the most up-regulated genes are more likely associated with increased H3K27me3 distributed across the gene body from TSS to TTS.

To determine whether this unexpected association between repressive histone mark and activated genes observed in shoots is specific for H3K27me3 or involves other repressive marks, we performed a follow-up ChIP-Seq for H3K9me2, a mark associated with transcriptional repression that can dynamically regulate genes under stress conditions^50^. The same shoot tissue samples as the previous ChIP-Seq analyses were used. We focused on the shoot based on the observation of non-canonical association only in this organ, as well as availability of tissue. We found that H3K9me2 signal was very low in genic space and mostly associated with unexpressed genes (Supplementary Fig. 4), in agreement with its known role in gene silencing and heterochromatin formation^51^. 

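Of the genes with decreased genic H3K9me2 in shoots, only 50 had enough reads to be tested for expression. Among them, 13 were up-regulated DEGs, where 6.70 would be by chance (one-sided Fisher's exact test, p = 0.0126, adjusted p = 0.0348 over the 36 pairs of lists), and 2 were down-regulated DEGs (3.81 by chance, Fisher adjusted p = 1). The 13 genes had log2 fold changes of 1.11 to 3.03. The overlap depended on the background and on single libraries. Against all genes of the count table, 32.4 genes would be shared by chance and the Fisher adjusted p was 1. With DESeq2 calls, whose filter kept 91 of the listed genes, 12 were shared, where 10.4 would be by chance (Fisher adjusted p = 0.741). With relaxed calls at an adjusted p of 0.05 it was 0.772 (Fisher). It rose above 0.05 without shoot −N replicate 1 (Fisher adjusted p = 0.0827), −N replicate 2 (0.0703), +N replicate 1 (0.0628) or +N replicate 3 (0.163), and over all alternatives it ranged from 0.0283 to 1. The median log2 fold change of the 50 genes was 0.13 (limma fry adjusted p = 1.18e-04), a direction that camera did not call (adjusted p = 0.203 with its preset correlation in limma). For decreased H3K9me2 upstream of genes, 16 of 38 genes were tested, and 2 were up-regulated (2.14 by chance, Fisher adjusted p = 1) and none down-regulated. The lists of increased H3K9me2 were each held with 1 gene fewer than the paper gives and were not tested.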

While N-responsive H3K9me2 regions were found to be associated with hundreds of genes, there was no significant overlap with differentially expressed genes (Fig. 3), which is distinctly different from H3K27me3. Additionally, there was no overlap between genes that gained H3K27me3 and those that gained H3K9me2 in response to nitrate supply. These results indicate that the association of repressive histone modifications with highly expressed genes in the shoots likely reflects a specific role for H3K27me3.

### Machine learning uncovers organ-specific rules for how the histone code can be used to predict changes in gene expression level

The concept of the histone code proposes that distinct combinations of histone modifications act together to direct downstream events that affect the transcriptional activity of associated genes^26^. With the recent growth of epigenomic data and availability of machine learning algorithms to interpret observations from complex biological systems, it is now feasible to investigate the rules of histone code by testing whether histone modification data could be used to train machine learning models to predict gene expression levels^52–56^. Here, we tested if the five histone modifications, individually or in combination, could be used to predict whether a gene is up-regulated, down-regulated, or non-responsive to a supply of nitrate. Moreover, we were interested in distinguishing the relative contribution of each histone mark in such predictions, and whether the observed rules are organ-specific or conserved between shoots and roots.

To this end, we first focused on the four histone marks assayed for both shoots and roots and calculated the following set of 16 epigenetic feature measurements (four values for each of the four histone marks) for every gene in the genome: (i) the level of the histone modification (i.e., normalized ChIP-seq signal) present in a genic region under −N conditions; (ii) the same measurement for +N conditions; (iii) the histone modification’s fold change in the genic region in +N relative to −N conditions; and (iv) a binary indication of presence or absence of dynamic histone modification in the 5 kb upstream sequence (putative promoter). In parallel, we classified all expressed genes in an organ into one of three gene sets: up-regulated, down-regulated, or unchanged. To achieve a more balanced classification that is desired in machine learning, we relaxed the statistical cutoff for detecting DEGs, for machine learning purpose only, to FDR < 0.05 without fold change cutoff. This led to classification of 6797 up-regulated and 6548 down-regulated genes in shoots, and 5724 up-regulated and 5362 down-regulated genes in roots, within a background of all genes tested by DESeq2 (i.e., ~24k genes with a measurable level of expression). 

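With edgeR at the same adjusted p of 0.05, 6144 genes were up-regulated and 6053 down-regulated in roots, which is 57.9% of the genes tested. In shoots, 7191 were up-regulated and 6921 down-regulated, or 68.2%. Of these relaxed calls, 77.2% in roots and 68.2% in shoots had a change below 2-fold. Among all tested genes, the +N and −N libraries did not overlap for 64.1% in roots and 71.4% in shoots, against 10% by chance. Scaling by total counts moved the split most, to 4353 up-regulated and 8662 down-regulated genes in roots and to 4882 and 10232 in shoots. DESeq2 gave an adjusted p to 23766 genes in roots and 24056 in shoots, of which it called 5724 up-regulated and 5363 down-regulated in roots, and 6798 and 6458 in shoots.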

Next, the 16 epigenetic features were used to train a random forest model to learn whether a gene is up-regulated, down-regulated, or unchanged by a supply of N using XGBoost^57^. Specifically, 80% of genes were used for training and 20% were used for testing in a rotating block round robin fashion. Over sufficient iterations, each gene was tested ten times and the mean prediction score for the probability of a gene being in the up- or down-regulated gene classes was calculated. The precision-recall curve and maximum F1 scores were calculated from the testing sets to measure the performance of the machine-learning models. The precision-recall curve and maximum F1 scores from a model trained with random predictors (i.e., randomly permutated epigenomic features) were also generated as a baseline.

Our results showed that the combination of all four histone marks was able to predict the regulation of genes with a precision-recall curve that greatly outperformed the model trained with random predictors (Fig. 5a, b, d, e), with the best performance of AUPR = 0.74 and max F1 score = 0.66 for up-regulated genes in the shoots (Fig. 5a). In practical terms, of the top 1000 genes predicted by the machine learning approach to have the highest probability of being up-regulated in shoots, 955 were indeed up-regulated as supported by the RNA-seq data. This result could be explained by the histone code functioning as a causal factor to direct gene regulation, or by histone marks being modified co-transcriptionally as a result of gene regulatory events, or a combination of the two scenarios. The predictions in the shoots (Fig. 5a, b) performed better than in the roots (Fig. 5d, e), while the predictions for up-regulated genes (Fig. 5a, d) performed better than that for down-regulated genes (Fig. 5b, e).

**Fig. 5:**
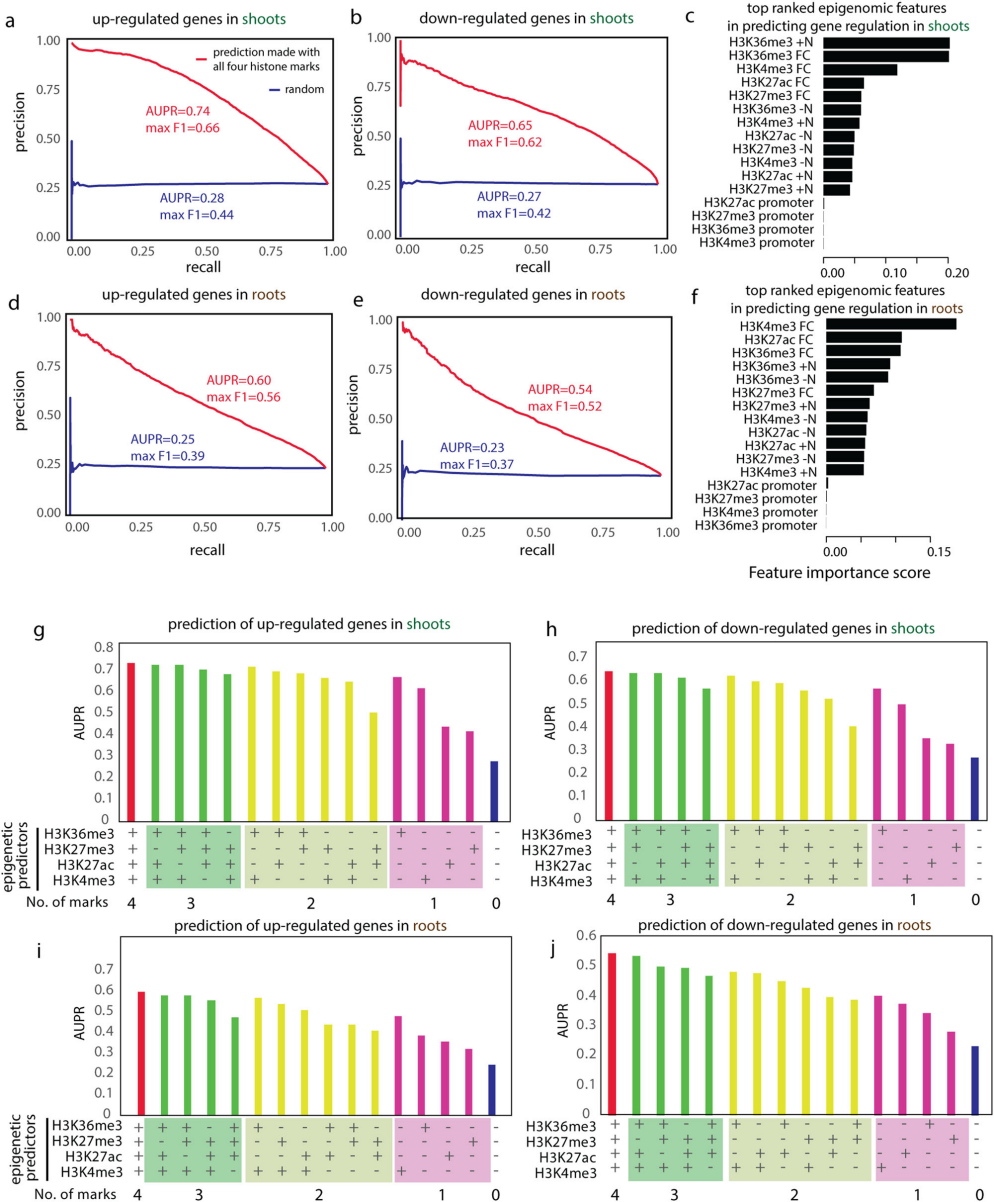
The combinatorial histone code was used to train machine learning models to predict gene regulation. Precision-recall curves were plotted for the prediction of up-regulated genes (**a**, **d**) or down-regulated genes (**b**, **e**) for shoots (**a**, **b**) or roots (**d**, **e**) using XGBoost machine learning models. Max F1 score [2 × (precision × recall)/(precision + recall)] and Area Under Precision-Recall curve (AUPR) were calculated as assessment of the performance of the machine learning models. The model trained with random predictors (i.e., randomly permutated epigenomic features) was also generated to provide a background for comparison (in blue curves). The feature importance scores for individual epigenetic features were plotted and ranked with the most important features at the top for shoots (**c**) and roots (**f**) separately. FC stands for fold change between +N samples and −N samples. **g**–**j** To determine the contribution of individual histone marks or combinations of histone marks in prediction gene regulation, the model training and testing was performed with predictors as: (i) all four histone marks; (ii) any three histone marks; (iii) any two histone marks; (iv) any one histone mark; or (v) random background with permutated epigenomic features, and the AUPR values were plotted and compared.

Intriguingly, the four histone marks made unequal contributions to predicting gene regulation. Dynamic H3K27ac, canonically associated with gene activation, might be expected to perform as the best predictor for gene regulation in N response, based on the large number of DMGs (Fig. 1) and significant overlaps with DEGs (Fig. 3). However, the machine learning algorithm surprisingly arrived at a different conclusion: H3K27ac was not the best predictor of gene regulatory events at a genome-wide level (Fig. 5). In shoots, the genic H3K36me3 level and its fold change were the most important epigenetic features in predicting gene regulation (Fig. 5c), based on the feature importance score determined by XGBoost; in the roots, the fold-change of genic H3K4me3 was the most important component in predicting gene regulation (Fig. 5f). Indeed, in shoots, removing H3K36me3 from the epigenetic predictors had the biggest impact on the performance of prediction (Fig. 5g, h, green columns), while H3K36me3 as the sole epigenetic feature could predict gene regulation (Fig. 5g, h, pink columns) with a performance comparable to when the other three marks are used without it, for both up- (Fig. 5g) and down-regulated genes (Fig. 5h). In the roots, similarly, removing H3K4me3 from the epigenetic inputs had the largest effect in compromising the power of predictions (Fig. 5i, j, green columns), while H3K4me3 shows the best performance of the four when a single mark is used (Fig. 5i, j, pink columns). One possible explanation is that H3K4me3 and H3K36me3 are deposited co-transcriptionally with Pol II, thereby functioning as an informative proxy for predicting gene regulation. However, it is notable that one activation histone mark outperforms the others in predicting changes in gene expression depending on the organ, indicating that specific histone modifications (H3K36me3 in shoots and H3K4me3 in roots) may play vital roles in orchestrating gene regulatory mechanisms in an organ-specific manner.

Next, to determine the combinatorial effect of histone modifications, we tested all pairs of histone marks in their ability to predict gene regulation. As expected, the combination of H3K4me3 and H3K36me3 is the most powerful in predicting gene regulation (Fig. 5g–j, yellow columns). H3K27ac, although not the best performing predictor of gene regulation when used individually, performs reasonably well in combination with H3K4me3 or H3K36me3 (Fig. 5g–j). One possibility is that H3K27ac leads to a relaxed chromatin status which provides access to DNA for gene regulatory events to occur^58^, thus providing additional predicting power together with either H3K4me3 or H3K36me3.

To investigate which subgroup of DEGs could be best predicted using specific epigenetic marks, we identified the top 10% true positive DEGs that are correctly predicted by individual epigenetic marks based on mean prediction score. We found that the DEGs that could be best predicted using H3K4me3 and those that could be best predicted using H3K36me3 are overlapping yet largely unique (Fig. 6). In the shoots, the top 10% of DEGs that could be best predicted by H3K4me3 or those by H3K36me3 share only 32–38% overlaps (Fig. 6a, b). In the roots, the overlapping sets are even lower, with 26% for up-regulated genes and 17% for down-regulated genes (Fig. 6c, d). These distinct gene groups share many similar enriched GO terms (Supplementary Data 5). For example, for up-regulated DEGs in the shoots, where the prediction performs the best (Fig. 5a), the ‘translation’ related GO terms are significantly enriched among the top 10% DEGs uniquely predicted by H3K4me3, as well as among the top genes uniquely predicted by H3K36me3 (Fig. 6a). On the other hand, some biological processes are only enriched among genes that are uniquely predicted using H3K4me3, but not among the top DEGs uniquely predicted by H3K36me3, and vice versa. For example, in the roots, up-regulated genes best predicted by H3K4me3 only are enriched with signal transduction, while up-regulated genes best predicted by H3K36me3 only are enriched with plastid RNA metabolism and plastid organization (Fig. 6d). Overall, we found that during a global reprogramming of gene expression, different histone marks function as the best indicator of gene regulation for distinct sets of genes, indicating gene specificity for different activation histone modifications.

**Fig. 6:**
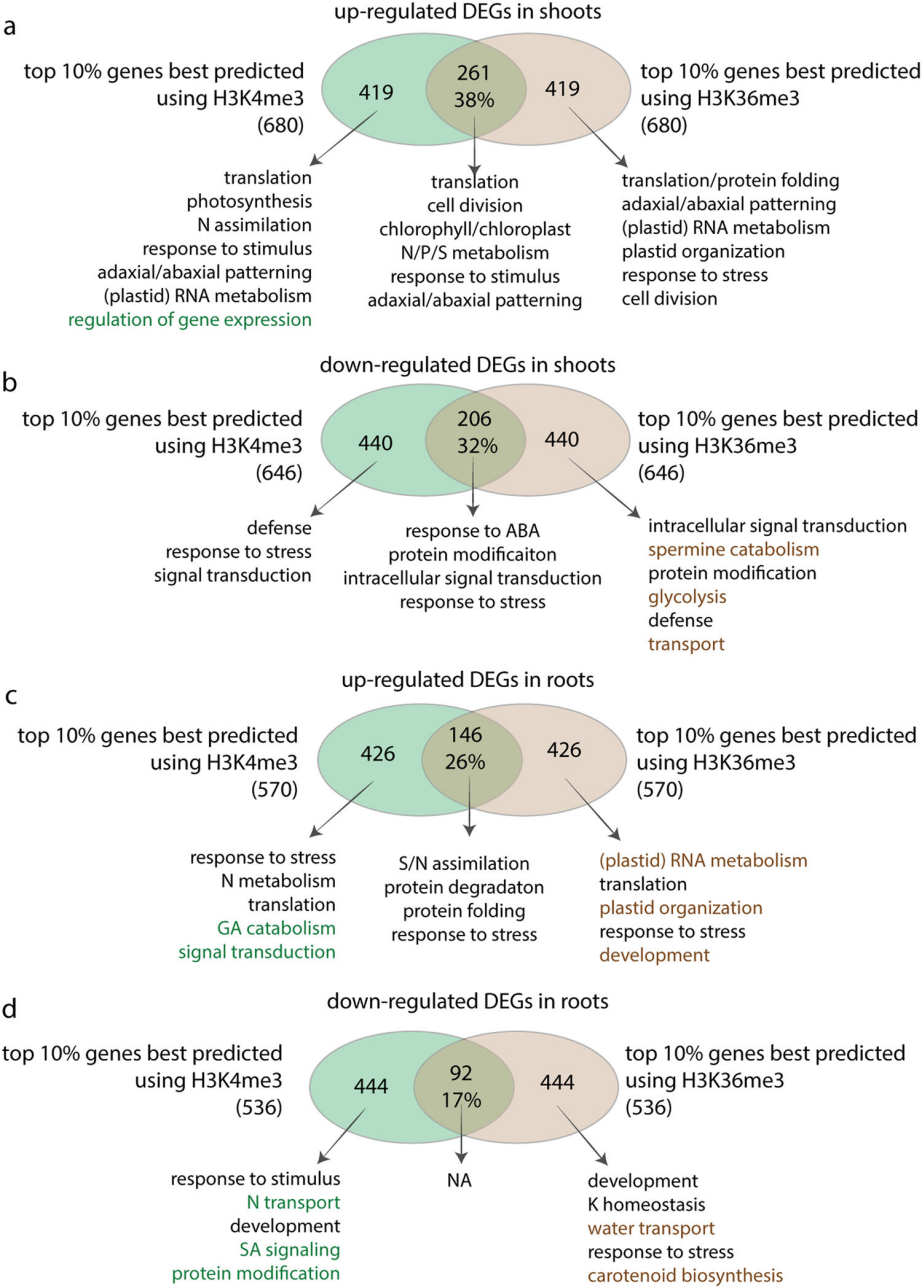
Partly overlapping but distinct sets of genes are best predicted by H3K4me3 or H3K36me3. The top 10% true positive genes that are correctly predicted by H3K4me3 or H3K36me3 as ranked by predicted probability score are represented by circles and venn diagrams are plotted to show the overlaps between gene sets, for shoots (**a**, **b**) and roots (**c**, **d**), and for up-regulated DEGs (**a**, **c**) and down-regulated DEGs (**b**, **d**), separately. The representative GO terms significantly enriched in the overlapped or distinct gene sets were determined with FDR adjusted *p* < 0.05 and trimmed using ReviGO to remove redundant GO terms. The GO terms in green highlights the specific biological processes uniquely identified for top 10% genes best predicted using H3K4me3 but not among the top 10% genes best predicted using H3K36me3, while GO terms in brown highlights the specific biological processes uniquely identified for top 10% genes best predicted using H3K36me3 but not among the top 10% genes best predicted using H3K4me3.

We noticed that using our ChIP-Seq data for prediction of down-regulated genes did not perform as well as for up-regulated genes (Fig. 5) and wondered if the prediction was limited by incorporating information from only one repressive mark. To address this, the additional H3K9me2 ChIP-Seq data generated from shoot tissues were incorporated alongside data for the other four histone marks assayed in shoots in our machine learning approach to predict changes in gene expression in response to nitrate supply. The addition of H3K9me2 had a negligible effect when added to the other four marks for predicting up-regulated genes (Supplementary Fig. 5a; AUPR 0.736 vs 0.738) and only a slight improvement for down-regulated genes (Supplementary Fig. 5b; AUPR increases from 0.647 to 0.655). It also performed much worse than the other marks when used as the only information input for prediction (Supplementary Fig. 5, green lines). Given these observations alongside its low association with expressed genes and enrichment at silenced genes (Supplementary Fig. 4), it is possible that this mark is largely associated with non-expressed genes and thus has limited predicting power on dynamic gene expression.

## Discussion

### Distinct behaviors of different histone modifications during dynamic environmental responses

Our genome-wide analyses of histone modifications in tomato shoots and roots in response to N uncovered that each histone mark showed distinct dynamic behaviors in a variety of aspects: (i) the level of the dynamicity; (ii) the scope of gene targets; (iii) preference for transcribed vs regulatory regions; and (iv) association with gene activation or repression. H3K27ac is highly dynamic, affecting many gene loci in our study (Fig. 1a, b), which is in agreement with its fast turnover time^59^. H3K27ac changes are observed at both genic and intergenic regions in response to N supply (Supplementary Fig. 3), consistent with a role in facilitating transcription as well as marking enhancer regions as previously described^60,61^. The increase of H3K27ac is largely associated with gene activation (Fig. 3), which supports its canonical role in regulating actively transcribed genes^58^.

The repressive mark H3K27me3, which works in antagonistic manner with H3K27ac^62,63^, is also responsive at both genic and intergenic regions (Supplementary Fig. 3) and is more dynamic in roots than in shoots (Fig. 1c). While it is in general considered as a repressive mark associated with gene silencing^64^, which was confirmed by our analysis of this mark at the promoter regions (Fig. 3b, Supplementary Fig. 4), the *genic* H3K27me3 showed a surprising pattern of increasing at up-regulated gene loci in the shoots (Fig. 3a). This unconventional hypermethylation of H3K27me3, associated with gene activation events, showed many distinct features: (i) highly responsive H3K27me3 level in response to N evidenced by the greater fold-change (Fig. 4a); (ii) concurrent increases in activation marks H3K4me3 and H3K36me3 at the same loci (Fig. 4a); and (iii) spreading of H3K27me3 signal across the gene body from TSS to TTS while avoiding the promoters (Fig. 4b). This uncharacteristic enrichment of H3K27me3 at up-regulated gene loci was previously reported for nitrate transporter *NRT2.1*, possibly to restrict its high expression level^43^. In support of this, several *NRTs* (*Solyc05g006920.4, Solyc08g007060.4, Solyc08g077170.3*, and *Solyc05g006990.3*) are also marked with increased H3K27me3 in our dataset (Supplementary Data 1). Our genome-wide analysis thus expanded the previous report focused on a single gene locus^43^ to a genome-wide level and uncovered that in shoots six hours after a N-supply, increased H3K27me3 is largely observed at up-regulated gene loci. These genes include potential master regulator of N response (*NLP;* Fig. 2e), as well as genes involved in protein synthesis. Interestingly, the effect of H3K27me3 on gene expression in shoots appears to be highly positional, as higher H3K27me3 levels in the promoter region were associated with decreased gene expression (Supplementary Fig. 4). We speculate that the increased genic H3K27me3 may function as a mechanism to prevent over-induction of genes by N supply; it is also possible that H3K27me3 is deposited along the gene body of highly induced genes to repress ambiguous transcription initiation in the middle of the gene, or to place a limit on the rate of transcription occurring at the gene locus to minimize possible transcription errors. It is also possible that genic H3K27me3 affects transcript processing events such as RNA splicing, as proposed for another repressive epigenetic modification, DNA methylation^65^. A follow-up investigation of another repressive mark, H3K9me2, did not reveal a similar pattern, indicating that H3K27me3 may behave differently in some contexts than other marks associated with gene silencing. Indeed, it is known that the presence of bivalent H3K4me3 and H3K27me3 marks poises expression of development genes in animals^66^ and is associated with the transcriptional activation of stress-responsive genes in plants^67,68^.

Finally, H3K4me3 and H3K36me3 are observed to significantly change at a smaller set of gene loci (Fig. 1), which is consistent with their relative stable nature at this time scale^48^. Dynamic H3K4me3 and H3K36me3 marks, in contrast to H3K27me3/ac, are mostly limited to genic regions (Supplementary Fig. 3) and strictly associated with active gene transcription (Fig. 3), concordant with their known roles in marking genes actively transcribed by Pol II^69,70^ (Fig. 3, Supplementary Fig. 4). Interestingly, dynamic changes of different histone modifications are targeted to genes involved in vastly different biological processes (Fig. 1d, e). This invites an intriguing question of how the target specificity is achieved. It could be speculated that downstream of N signaling, various TF partners recruit different epigenetic regulators (for example, a bZIP transcription factor interacts with a HAT^71^) to direct them to the specific set of target gene loci relevant to a particular biological process (e.g., photosynthesis) to regulate their transcriptional states, thus impacting the activity of the specific biological processes.

Examining the epigenetic and transcriptional regulation of N-relevant TF and enzymes revealed complexity of how multiple histone marks work in concert to regulate gene activity^72,73^. When examining a specific and well-studied biological process, N assimilation (Fig. 2), we found that the binary classification of gene regulation events into up-regulated or down-regulated classes is further complicated by order-of-magnitude higher diversity of histone code. For example, an up-regulated N assimilation gene could be marked with increased H3K27ac (e.g., GS2 and *GSR2* in the shoots [Fig. 2d]), or increased H3K36me3 (*GLT1* [Fig. 2d]). Across the genes analyzed (Fig. 2), ~40% are regulated by more than one dynamic histone modification. The multiple dynamic chromatin modifications observed at a given gene locus could result from recruitment of distinct epigenetic regulators by the same or different transcriptional regulation pathways, all of which act downstream of N signaling. Those genes that are a target of multiple histone modifications, such as *NIA* and *NIR*, may reflect hotspots of regulation from multiple transcriptional regulatory inputs, though it is also possible that this observation could result from heterogeneity of cell types, with the changes of different histone marks occurring in different subpopulations of cells in the organ sampled.

In our study, we focused on analyzing the histone marks at the promoter and genic regions. For the histone marks in downstream and intergenic regions, the signals appear to be noisier. Moreover, the dynamic islands at the 5 kb downstream regions displayed little relevance to changes in gene expression. The dynamic islands at the intergenic regions on the other hand, could be highly interesting as it might be relevant to enhancers or long-range interactions, however, it is in generally challenging to assign intergenic regions to genes that they should influence. Further investigation is needed to dissect the effects of intergenic histone marks on the transcriptional regulation of genes.

### Machine learning as a tool to interpret the complex relationship between epigenetic states and transcriptional regulation

Recently, with the increasing amount of publicly available epigenomic data and advances in applying machine learning algorithms to decipher complex biological systems, histone modifications have been used to train machine learning models to predict gene expression levels in different cell types in mammalian systems^52–56^. Our study is unique in that: (i) it focuses on predicting dynamic changes in response to environmental stimulus rather than steady state gene expression; (ii) it uses in planta data; and (iii) machine learning models were built for shoots and roots separately, using epigenomic and transcriptome data generated from the same organs, thus providing interesting yet otherwise hidden insights such as the organ specificity of the machine learning predictions. The machine learning approach showed great potential to provide a new perspective by helping to interpret the complex relationship between epigenetic state and dynamic gene regulation. While H3K27ac has a dramatic dynamic change in response to N at specific gene loci (Fig. 1) and is well associated with gene regulation (Fig. 3), it performs poorly as a predictor of gene activation or repression at the level of the whole genome. It could be that H3K27ac primes genes to enable their activation as previously described for light response^74^, therefore being a required but not sufficient mark for gene activation, which might have limited its predicting power. H3K4me3 and H3K36me3, while showing less dramatic changes compared to H3K27ac at specific gene loci, are more accurate at a genome-wide level in predicting whether a gene is up-regulated or down-regulated. The limitation of our study lies in the fact that the machine learning models, while rather powerful in discerning hidden patterns that are not easily detected by correlation or regression, do not necessarily inform causal relationship between histone modifications and gene transcriptional regulation. Therefore, our results could be explained in both directions of cause-effect relationships: (i) this could reflect that H3K4me3 and H3K36me3 directly affect gene regulation; indeed, it has been observed that the loss of H3K36me3 and the related histone methyltransferase led to altered transcriptional response to N in Arabidopsis^46^; or (ii) H3K4me3 and H3K36me3 are deposited co-transcriptionally with Pol II in roots and in shoots, respectively, thereby functioning as an effective proxy for gene regulation^69,70^.

In our study, the prediction of up-regulated genes was more successful than prediction of down-regulated genes. Incorporating data from an additional repressive mark, H3K9me2, did not notably improve the prediction of down-regulated genes (Supplementary Fig. 5). It is possible that the regulation events are better explained by another mark, such as DNA methylation, which we did not assay; many important genes involved in DNA methylation are differentially expressed in response to N supply (Supplementary Data 6), including *CMT3* which has previously been connected to regulation of *NIA2* in Arabidopsis^75^. It is also possible that down-regulation is more dependent on events occurring outside of nuclear transcriptional activity, such as regulation of mRNA degradation.

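Of the epigenetic regulator genes of Supplementary Data 6, all 12 listed for roots (8 up-regulated, 4 down-regulated) and all 25 listed for shoots (21 up-regulated, 4 down-regulated) were called in the listed direction, adjusted over all genes tested as well as adjusted over the list alone, which is not independent evidence for genes the study chose on these samples. *CMT3* (*Solyc12g100330.2*) rose in shoots from 41.7 ± 3.62 to 123 ± 4.57 CPM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.065, edgeR adjusted p = 7.43e-14), and rose more than in roots (interaction 1.14, standard error 0.088, edgeR adjusted p = 6.80e-10). *MET1* (*Solyc11g030600.3*) rose in shoots by 1.26 on the log2 scale (standard error 0.055, edgeR adjusted p = 1.77e-13). *DRM1* (*Solyc04g005250.4*) fell in both organs, with a log2 fold change of −1.18 in roots (standard error 0.15, edgeR adjusted p = 8.29e-06) and −1.36 in shoots (standard error 0.16, edgeR adjusted p = 3.17e-07). Scaled by total counts, 10 of the up-regulated shoot genes, *MET1* among them (0.96), and 2 of the root genes fell below the 2-fold cutoff, while *CMT3* and *DRM1* stayed past it. Leaving out single libraries also removed calls. In roots these included *HDT1* (*Solyc09g009030.4*, 1.00 on the log2 scale), which fell just below 2-fold without −N replicate 1 (0.98), −N replicate 3 (0.9998), +N replicate 1 (0.99) or +N replicate 3 (0.99) and with the stricter filter on low counts (0.999), and *IDM3* (*Solyc04g082740.4*, −1.10), which lost its call without −N replicate 2 (−1.04), −N replicate 3 (−0.97), +N replicate 1 (−0.99) or +N replicate 3 (−1.05), with an adjusted p of edgeR or DESeq2 between 0.00146 and 0.0222 over its alternatives. In shoots, they included *PRMT4B* (*Solyc12g099560.2*, 1.02), which fell below 2-fold without −N replicate 3 (0.96), +N replicate 1 (0.998) or +N replicate 3 (0.996) and in the shared fit of 12 libraries (0.93).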

### Organ specificity of dynamic histone modifications

It is well known that histone modifications are associated with cell identity and differentiation during and after organ development^76–78^. Our study now adds new dimensions in the organ specificity of epigenetic modifications by revealing that dynamic changes in histone modifications in response to an external signal are also organ-specific (Fig. 1c). The difference observed between roots and shoots are most likely due to functional difference between the two organs, rather than merely a time lag of signaling between the two organs. Indeed, it was shown previously that within two hours of nitrogen treatment, the shoots and roots have almost equal numbers of genes differentially regulated^16^. In fact, genes involved in nitrate response and nitrate transport are induced within 5 min of roots experiencing a difference in N levels^16^. Therefore, at our timing of sampling (6 h after treatments), it is unlikely that the transcriptional difference between shoots and roots is purely due to time lag, as opposed to being governed by the different roles of shoots and roots in N uptake, assimilation, and signaling. Moreover, our epigenomic data showed that shoots and roots have similar numbers of genes displaying dynamic histone acetylation in response to N treatment at the time point we sampled, and that shoots and roots share N assimilation genes that are dynamically modified, but N transporter genes are specifically modified in the roots, which also supports an organ functional difference with roots being the main organ for nutrient uptake.

In addition, our study found that different marks have different levels of organ specificity in response to N supply, with H3K27ac being the least organ-specific, and H3K27me3 being the most organ-specific (Fig. 1c). It is possible that histone acetylation is more likely to occur at housekeeping genes whose regulation is less organ-specific, while H3K27me3 occurs at genes that are expressed and regulated in an organ-specific manner^74^. Overall, it is reasonable to speculate that perceived and transduced signals (in this case, perception of N supply by roots, which is known to induce systemic signals^79^) cause different epigenetic machinery in the two organs to direct changes at the chromatin level. Alternatively, the signaling cascade and the responsive epigenetic machinery could be similar between shoots and roots, with existing baseline differences in the chromatin landscape between shoots and roots contributing to the organ-specific chromatin changes we observed. A combination of the above two models—a different universe of epigenetic regulators active in each organ working on the organ-specific basal chromatin landscape at target loci—could also be the case. Indeed, in our transcriptome dataset, we observed a group of epigenetic regulator genes that are regulated by N supply in either shoots, or roots, or in both organs (Supplementary Data 6).

Our most surprising observation, however, was that the specific crosstalk between histone modifications and gene regulation, i.e., the rules of how histone modification influences gene regulation, or vice versa, are also heavily dependent on the organ context. We uncovered an association between increased genic H3K27me3 with up-regulated genes as a unique phenomenon observed in the shoots but not in roots (Figs. 3, 4). Moreover, using a machine learning approach to discern the genome-wide relationship between dynamic histone modifications and gene regulation, we found distinct rules governing this relationship in the two organs; in the shoots, H3K36me3 is the most informative in predicting gene regulation and is dominant over other marks in power of prediction to the degree that using only this mark performs similarly to using the other three combined (Fig. 5c, g, h). In the roots, however, H3K4me3 is the most informative in predicting gene regulation events (Fig. 5f, i, j). It is possible that in the shoots, histone methyltransferases responsible for H3K36me3 (like SDG8) are recruited alongside transcription initiation and elongation machinery while in the roots the predominant recruited histone methyltransferases catalyze H3K4me3 deposition in transcribed regions. Whether this is a feature unique to response to N or a more universal mode-of-action underlying organ-specific transcriptional reprogramming in response to environmental stimuli requires further study. Further, whether these rules translate to other flowering plants outside of tomato remains to be determined. Moreover, our approach for prediction of gene regulation performed better in shoots than that in the roots. This may indicate that additional histone marks beyond those we measured make important, non-redundant contributions to root response to N supply and would be needed to predict gene expression more accurately. It could also reflect differing degrees of post-transcriptional regulation affecting mRNA stability and turnover in the two organs, which might impair the ability of epigenetic marks to predict transcript levels. Overall, when one talks about the general rules of how a specific histone modification affects gene transcription, it is important to note that the specific mode of regulation—when and where it is added or removed as well as how it is perceived or acted upon by downstream regulators—are likely dependent on organ- or tissue-specific contexts.

## Conclusions

Our analysis of epigenomic data from shoots and roots uncovered organ-specific chromatin dynamics associated with transcriptional reprogramming, indicating that downstream of nitrate signaling distinct epigenetic machinery functions in each organ to modify histones at functionally relevant gene loci and manifest proper transcriptional response. We found a non-canonical role of H3K27me3 in modifying a group of actively transcribed genes, possibly to prevent over-expression. Using machine learning approaches, we found that while gene regulation could be best predicted using the combination of all four histone marks assayed, H3K36me3 and H3K4me3 are the most informative in predicting gene regulation, in shoots and roots respectively. In summary, our integrated epigenomic and transcriptomic study provides evidence to support the organ specificity of chromatin modifications during plant environmental response: most dynamic histone modifications we observed are organ-specific in nature, and the relationship between the histone code and transcript level changes are also governed by organ-specific rules.

## Methods

### Plant growth and nitrogen treatment

Tomato (*Solanum lycopersicum*; cultivar M82) seeds were first sterilized with 20% bleach and then sown on plates (1% agar; ½ MS) to germinate in a growth chamber with 16 h day (100 µmol/s/m^2^; 24 °C) and 8 h night (0 µmol/s/m^2^; 20 °C) cycle for eight days (Supplementary Fig. 1). Germinated seedlings were then transferred to a hydroponic system to allow convenient treatment with nitrogen and sampling of shoot and root tissues (Supplementary Fig. 1). Specifically, the seedlings were grown in 1 L plastic container with hydroponic growth medium^80^ (1.2 mM KNO_3_, 0.8 mM Ca(NO_3_)_2_, 0.2 mM KH_2_PO_4_, 0.2 mM MgSO_4_, 50 µM KCl, 12.5 µM H_3_BO_3_, 1 µM MnSO_4_, 1 µM ZnSO_4_, 0.5 µM CuSO_4_, 0.1 µM H_2_MoO_4_, 0.1 µM NiSO_4_, and 10 µM Fe-EDDHA, pH 6.0) under common greenhouse conditions. The growth medium was renewed every 2–3 days. After 14 days, the plants were treated with N-free starvation medium, wherein the KNO_3_ and Ca(NO_3_)_2_ in growth medium were replaced with equimolar KCl and CaCl_2_, respectively (Supplementary Fig. 1). After 4 days in the starvation medium, the plants were either treated with fresh starvation medium (−N treatment) or treated with fresh growth medium (+N treatment) (Supplementary Fig. 1). Six hours after the +N/−N treatments, root and shoot tissues were harvested and flash frozen in liquid nitrogen for total RNA extraction, as well as fixed in 1% formaldehyde and flash frozen in liquid nitrogen for ChIP analysis, in three biological replicates with tissues from four plants pooled as one biological replicate. Additionally, plants were grown in the +N/−N treatment medium for 6 days for physiological phenotyping (Supplementary Fig. 1).

### Chlorophyll analysis

Leaves from individual seedlings were frozen in liquid nitrogen and ground to fine powder using MiniG (SPEX, Metuchen NJ). 15 to 45 mg of powdered tissue was weighed and then suspended in 1 ml methanol, and the suspension was rotated for 10 min at room temperature to extract chlorophyll. The suspension was centrifuged for 5 min at 14,000 rpm, and 800 µl supernatant was transferred to a 1.5 ml tube for measurement. Absorbance at 750 nm, 665 nm, and 652 nm was measured using Nanodrop One (Thermo Fisher Scientific, Wilmington DE). The chlorophyll content was calculated following the protocol of Porra et al.^81^.

### Chromatin immunoprecipitation sequencing (ChIP-Seq)

The chromatin immunoprecipitation (ChIP) was performed according to previously published protocols^82,83^ with modifications for tomato roots and shoots. Briefly, two grams of tissue were fixed with 1% formaldehyde by applying vacuum at 700 mmHg for 25 min. Fixation was terminated by adding 2 M glycine to a final concentration of 0.125 M and vacuum application for 5 min. Formaldehyde-fixed tissues were ground in liquid nitrogen and nuclei were isolated following the protocol of Gendrel et al.^82^. Isolated nuclei were sonicated using a Bioruptor Pico on high power setting (Diagenode, Denville NJ) for at least ten sonication cycles (each cycle includes 30 s of sonication followed by a minute of break) to prepare chromatin samples. An aliquot of the chromatin samples was kept as input DNA to provide a background of chromatin samples without immunoprecipitation; it has been reported that using input DNA and using H3 as controls are comparable^84^. The rest of chromatin samples were immunoprecipitated using Protein A dynabeads (Life Technologies, Carlsbad CA) coated with antibodies against H3K4me3 (Millipore Sigma 07473), H3K27ac (Millipore Sigma 07360), H3K27me3 (Millipore Sigma 07449), or H3K36me3 (Abcam ab9050), to pull down genomic DNA associated with specific histone modifications. Immunoprecipitation with no antibody was included as a negative control to measure the level of non-specific pull down. The precipitated chromatin fragments were reverse-crosslinked, and the associated DNA was purified. As internal quality control, we performed ChIP-qPCR to measure the fold enrichment of ChIP DNA over the no antibody control at select gene loci; all ChIP DNA were enriched >50-fold over the no antibody control in our study, indicating satisfactory ChIP quality. Using NEBNext dual index library kit (New England Biolabs, Ipswich MA), next-gen sequencing libraries were generated for ChIP DNA samples and corresponding input DNA samples as background controls. A total of 60 libraries, consisted of two treatments (+N and −N), two organs (shoots and roots), for four histone marks plus input DNA, and in three biological replicates, were sent to Novogene (CA, USA) for paired-end 150 bp sequencing in NovaSeq platform (Illumina, San Diego CA) to generate an average yield of 40 million read pairs per library. H3K9me2 (ab1220) ChIP-Seq was performed similarly to above, with 12 total libraries for two treatments (+N and −N) in shoots for input chromatin and H3K9me2 pulldown.

### ChIP-seq data analysis

Raw ChIP sequencing reads were trimmed using Cutadapt^85^ and aligned to *Solanum lycopersicum* genome build 4.0 (International Tomato Genome Sequencing Project) using Bowtie2^86^. The resulting BAM files were sorted by read name using SAMtools^87^ and converted to BED format using the bamtobed command of BEDTools^88^. SICER^89^ was used to detect genomic regions with significant enrichment of histone mark compared to the input DNA control. SICER-df was used to identify genomic regions (islands) that are differentially marked between nitrate-treated samples and controls, with the following options: window size = 200 bp, gap size = 200 bp (except for H3K27me3: gap size = 600 bp), effective genome fraction = 0.9 and false discovery rate (FDR) threshold = 0.05. Significant dynamic islands in response to N were then filtered for fold-change of at least 1.5 between the +N and −N conditions and used for further analysis. We used this cutoff, similar to other studies^39,46,64,90^, because: (1) compared to RNA-Seq analysis that samples multiple copies of a transcript in a cell, histone ChIP-Seq samples only one copy of genomic DNA from a cell, therefore a smaller dynamic range is expected; (2) the nitrate treatment is a transient treatment of only six hours, therefore, we expect to capture minor but dynamic changes in epigenome; and (3) histone methylation compared to histone acetylation is relatively stable during the time frame of our treatment (in hours^48^). Next, the “closest” tool in the BEDTools was used to locate dynamic islands to gene bodies, upstream promoter (5 kb), or downstream (5 kb) of annotated genes or classify them as intergenic (none of the above). Differentially modified genes (DMGs) were defined as genes with a significantly dynamic island for at least two of three biological replicates. The “genomecov” tool in BEDTools was used to calculate the genome coverage from ChIP-seq data, which was then processed with a custom python script to generate positional ChIP-Seq depth along genes. Specifically, each gene was partitioned into 80 bins, including 20 bins representing the 1 kb promoter sequence upstream of the transcription start site (TSS), 40 bins representing the transcribed region of gene from the TSS to transcription termination site (TTS), and 20 bins representing 1 kb sequence downstream of TTS. ChIP-seq depth for each bin was summarized by calculating the average and then normalized as the number of fragments per million for visualization. Reproducibility in the ChIP-Seq replicates (Supplementary Figs. 6, 7) was measured using the cor() function in R to determine the genome-wide Pearson correlation for normalized genic histone mark signal which was plotted using corrplot^91^.

Arabidopsis homologs for *S. lycopersicum* proteins were determined by BLAST against Araport11 annotations with an E-value cutoff of 1e-07 for significance. ShinyGO^92^ was used to identify significantly enriched gene ontology (GO) terms in each gene set with an FDR cutoff of 0.05.

### RNA-Seq

Tomato root and shoot tissues were ground in liquid nitrogen and total RNA was extracted using mirVana kit (Invitrogen, Carlsbad, CA) following the manufacturer’s protocol for total RNA extraction. Turbo DNase (Invitrogen, Carlsbad, CA) was used to remove contaminating DNA and then the quality of extracted total RNA was analyzed using Bioanalyzer (Agilent, Santa Clara, CA) at the Purdue Genomics Core. The RNA integrity numbers (RINs) of total RNA samples were generally >9.1 for root samples and >7.3 for shoot samples, indicating high quality of total RNA. In total, 12 RNA samples (three biological replicates for two treatments in two organs) were sent to Novogene (CA, USA) for sequencing in paired-end 150 bp format using NovaSeq platform (Illumina, San Diego CA) to generate ~20-25 million read pairs per library. Cutadapt^85^ was used to trim adaptors and low-quality bases, and to discard short reads. Trimmed reads were then mapped to the *S. lycopersicum* genome build 4.0 using Tophat2^93,94^. The gene counts were generated from mapped reads using htseq-count^95^. Finally, differentially expressed genes (DEGs) were determined using DESeq2^96^ to compare +N samples with −N controls in either shoots or roots with statistical cutoffs of FDR < 0.015 and fold-change >2. Functional enrichment of DEGs were determined by gene ontology enrichment analysis using ShinyGO^92^.

### Machine learning

All expressed genes (~24k genes in shoots and roots, separately) were assigned to up-regulated, down-regulated, or unchanged gene groups based on a cutoff of FDR < 0.05 determined by DESeq2. This led to 6797 up-regulated and 6458 down-regulated genes in shoots, and 5724 up-regulated and 5362 down-regulated genes in roots. For each gene, the following epigenomic features were included as predictors: (i) twelve quantitative predictors: levels of each histone mark under −N or +N conditions were calculated as the mean of three biological replicates of average ChIP-seq coverage depth through the gene body along with the fold-change between the two conditions; (ii) four qualitative predictors: dynamic histone modifications at the putative promoter regions (5 kb upstream of TSS) were indicated by binary values (presence *vs* absence). These 16 values were used to predict gene regulation (up-regulated, down-regulated, or unchanged) using XGBoost^57^ with the “gbtree” booster and “multi:softprob” objective for multiclass prediction. 80% of genes were used for training while 20% were used for testing in a rotating block fashion across multiple gene matrices with randomly permutated gene order. Each gene is present in the testing group 10 times, and the mean prediction value for probability that the gene was up-regulated or down-regulated was determined. To measure the performance of the prediction, an in-house python script was used to determine precision, recall, and F_1_ score (the harmonic mean of precision and recall) at a stepwise descending cutoff of prediction value. The observed true positive (TP), false positive (FP), and false negative (FN) genes at each cutoff were used to calculate the performance metrics as follows: precision = TP/(TP + FP), recall = TP/(TP + FN), and F_1_ = 2⋅(precision·recall)/(precision + recall). The area under the precision recall curve (AUPR) was determined using the “AUC” function of DescTools (https://cran.r-project.org/web/packages/DescTools/index.html). The above approach was also used across various input datasets with omission of data for one or more histone modifications. The top 10% of DEGs predicted by a mark were determined from predictions made using only H3K4me3 or H3K36me3 data, ranking all true positive up-regulated or down-regulated genes by the determined probability from the machine learning they belonged to that regulated gene classification. The exclusive and overlapped gene sets for DEGs associated with the two marks in each organ were used for GO term enrichment using a GO term background populated from the closest *A. thaliana* homolog for each tomato gene using an in-house python script^97^ adapted for *S. lycopersicum* with an FDR < 0.05 cutoff for term enrichment.

### Statistics and reproducibility

All RNA-Seq and ChIP-Seq experiments were performed using three independent biological samples. Specific FDR and fold-change cutoffs are described in the relevant subsections. For significance testing of gene set overlaps, *p* was determined using a hypergeometric test in R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Figures

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE196887.

# Supplementary material for: Organ-specific characteristics govern the relationship between histone code dynamics and transcriptional reprogramming during nitrogen response in tomato
**Source:** Commun Biol. 2023 Dec 4;6:1225. doi: 10.1038/s42003-023-05601-8
**Supplement:** Supplementary file 1 — Supplementary Figures

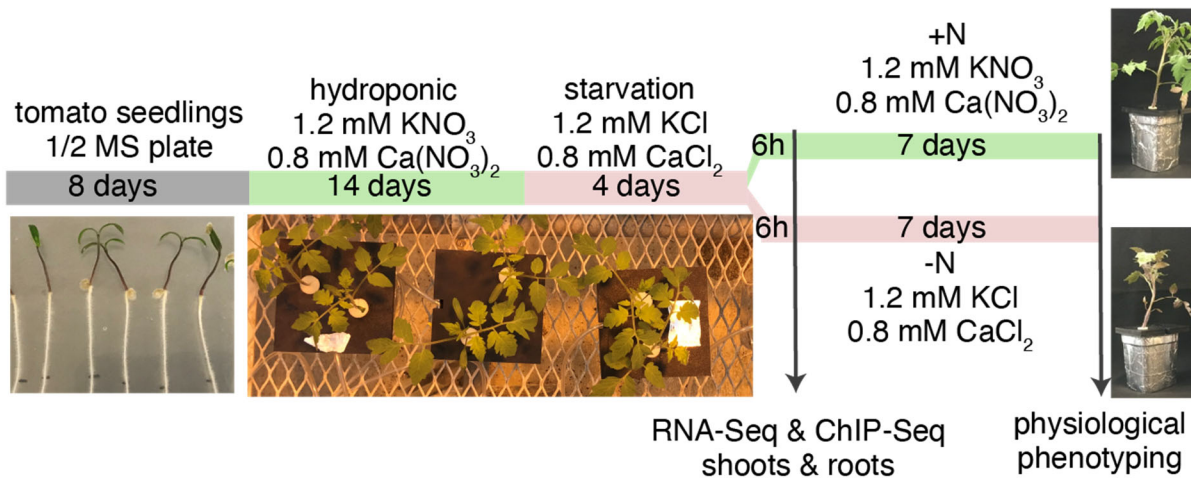

**Supplementary Figure 1. Experimental scheme illustrating the treatment and profiling of organ-specific responses to nitrate.** Tomato plants (*Solanum lycopersicum*, cultivar M82) were germinated on plates and then grown in hydroponic conditions. Three-week-old tomato seedlings were then treated with 2.8 mM  $\text{NO}_3^-$  (+N), or with 2.8 mM  $\text{Cl}^-$  (-N) as control, after an N-starvation period. The physiological phenotyping of biomass, shoot-to-root ratio, and chlorophyll content were performed after seven days of treatment. Shoot and root tissues were harvested six hours after the treatment for RNA-Seq and ChIP-seq analyses.

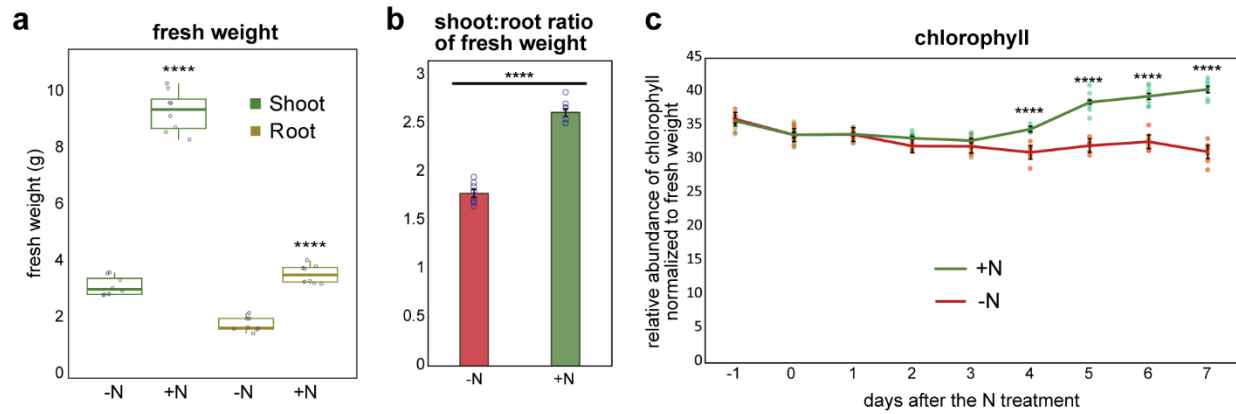

10

11 **Supplementary Figure 2. The nitrogen treatment led to increased biomass (a), greater shoot-**

12 **to-root ratio (b), and higher chlorophyll content (c).** Error bars represent standard error of mean

13 (N=8). Two tailed Student's t-test was performed to compare -N and +N samples, with the

14 significance represented by asterisks: (•:p<0.1; \*:p<0.05; \*\*:p<0.01; \*\*\*p<0.001; \*\*\*\*:p<0.0001).

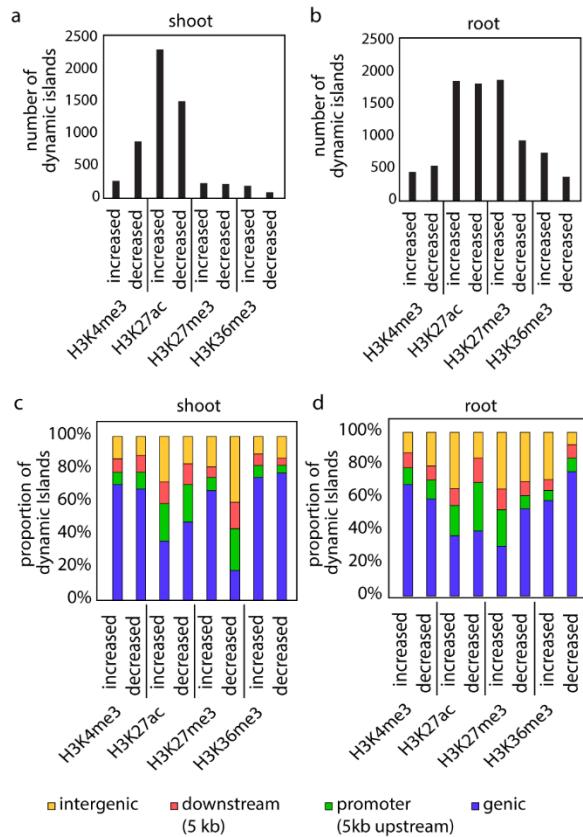

**Supplementary Figure 3. The nitrogen treatment leads to dynamic changes of histone modifications at hundreds to thousands of genomic loci (dynamic islands) that are distributed at genic regions, putative promoters (5kb upstream), or 5kb downstream of annotated genes, as well as intergenic regions.** (a-b) Number of dynamic islands, which are genomic regions associated with H3K4me3, H3K27ac, H3K27me3, or H3K36me3 modification that are significantly different between +N and -N conditions (FDR<0.05 and fold-change>1.5, average number of dynamic islands across 3 replicates), are plotted for the four histone marks in roots (a) or in shoots (b). “Increased” indicates that the histone modification is higher in +N conditions compared to the -N controls, and *vice versa*. (c-d) Percentage of dynamic islands that colocalize with different genome features are plotted, including genic (transcribed) regions, putative promoter regions (5kb upstream), regions 5kb downstream of annotated genes, as well as intergenic regions.

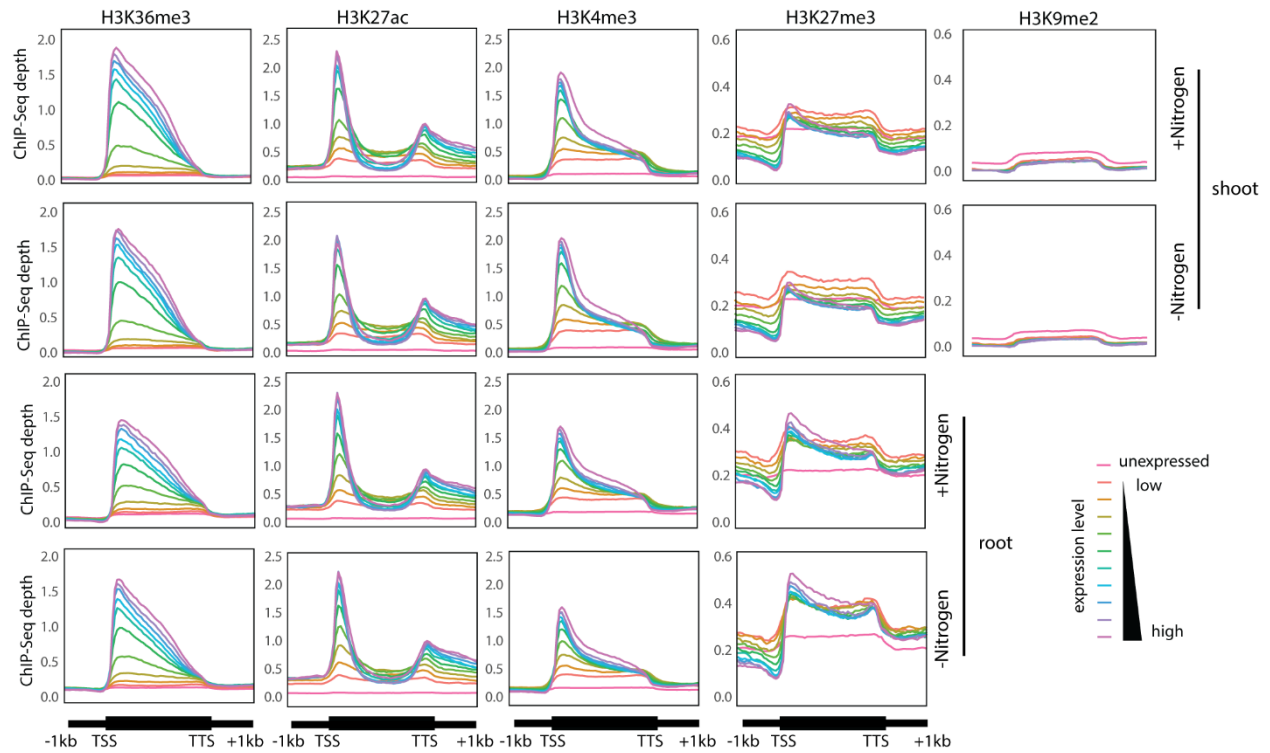

**Supplementary Figure 4. Relationship between ChIP-seq signal in genic regions for histone modifications in shoot and root and expression level.** Mean normalized FPM (fragments per million) histone mark coverage from ChIP-seq across three replicates at annotated genes was determined within the promoter region (upstream 1kb of the TSS), the downstream region (1kb from the TTS), and across the gene body normalized by gene length. Transcript length normalized gene expression in each organ and N supply condition was used to divide genes into expressed genes in ten equally sized groups ranked by expression along with a set of unexpressed genes (no counts observed). The median coverage across all genes in an expression tier was graphed. In general, a clear association with expression level of the gene was observed for H3K4me3, H3K27ac, and H3K36me3 levels in the gene body region. For H3K27me3, higher levels in the promoter were associated with low gene expression, while higher levels of H3K27me3 in the gene body region downstream of the TSS were associated with both low expression genes and very high expression genes. However, H3K27me3 levels generally decreased for high expression genes

42 across the gene body toward the TTS and were lower in the downstream region. Signal for  
43 H3K9me2 in genic space was mostly found to be associated with unexpressed genes.

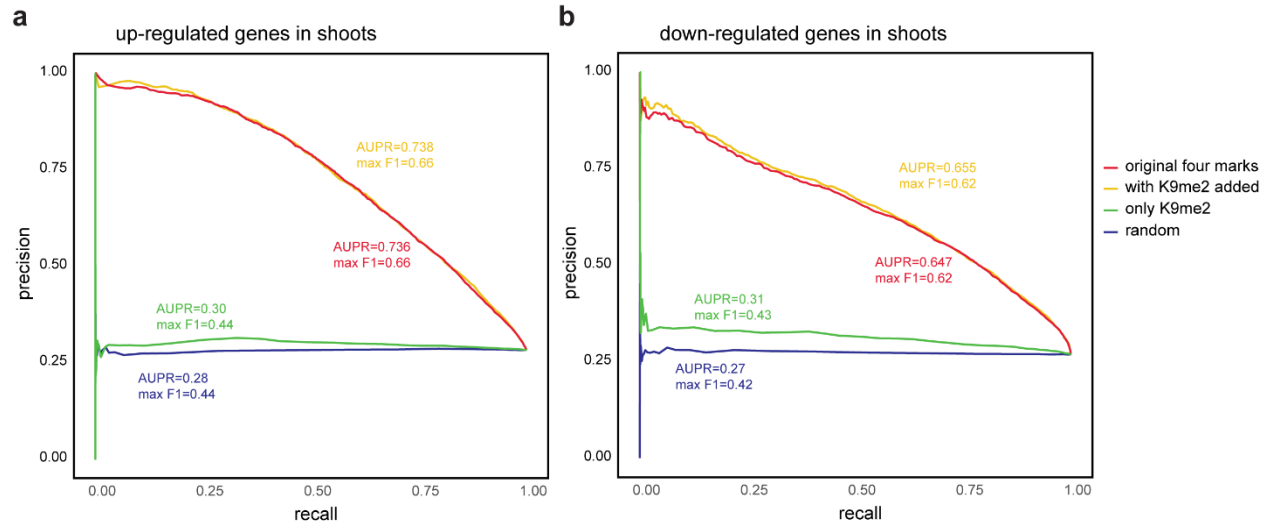

**Supplementary Figure 5. Incorporating H3K9me2 data into machine learning predictions results in minor to negligible improvement.** Precision-recall curves were plotted for the prediction of up-regulated genes (a) or down-regulated genes (b) in shoots. Results from the incorporation of H3K9me2 data to supplement the other four other marks (yellow) are graphed alongside the results previously obtained from the four marks as shown in Fig. 5 (H3K4me3, H3K27ac, H3K27me3, H3K36me3; in red) or random predictors (blue) as well as results obtained from using H3K9me2 alone (green) along with AUPR and max F1 scores (see Fig. 5 for more detail).

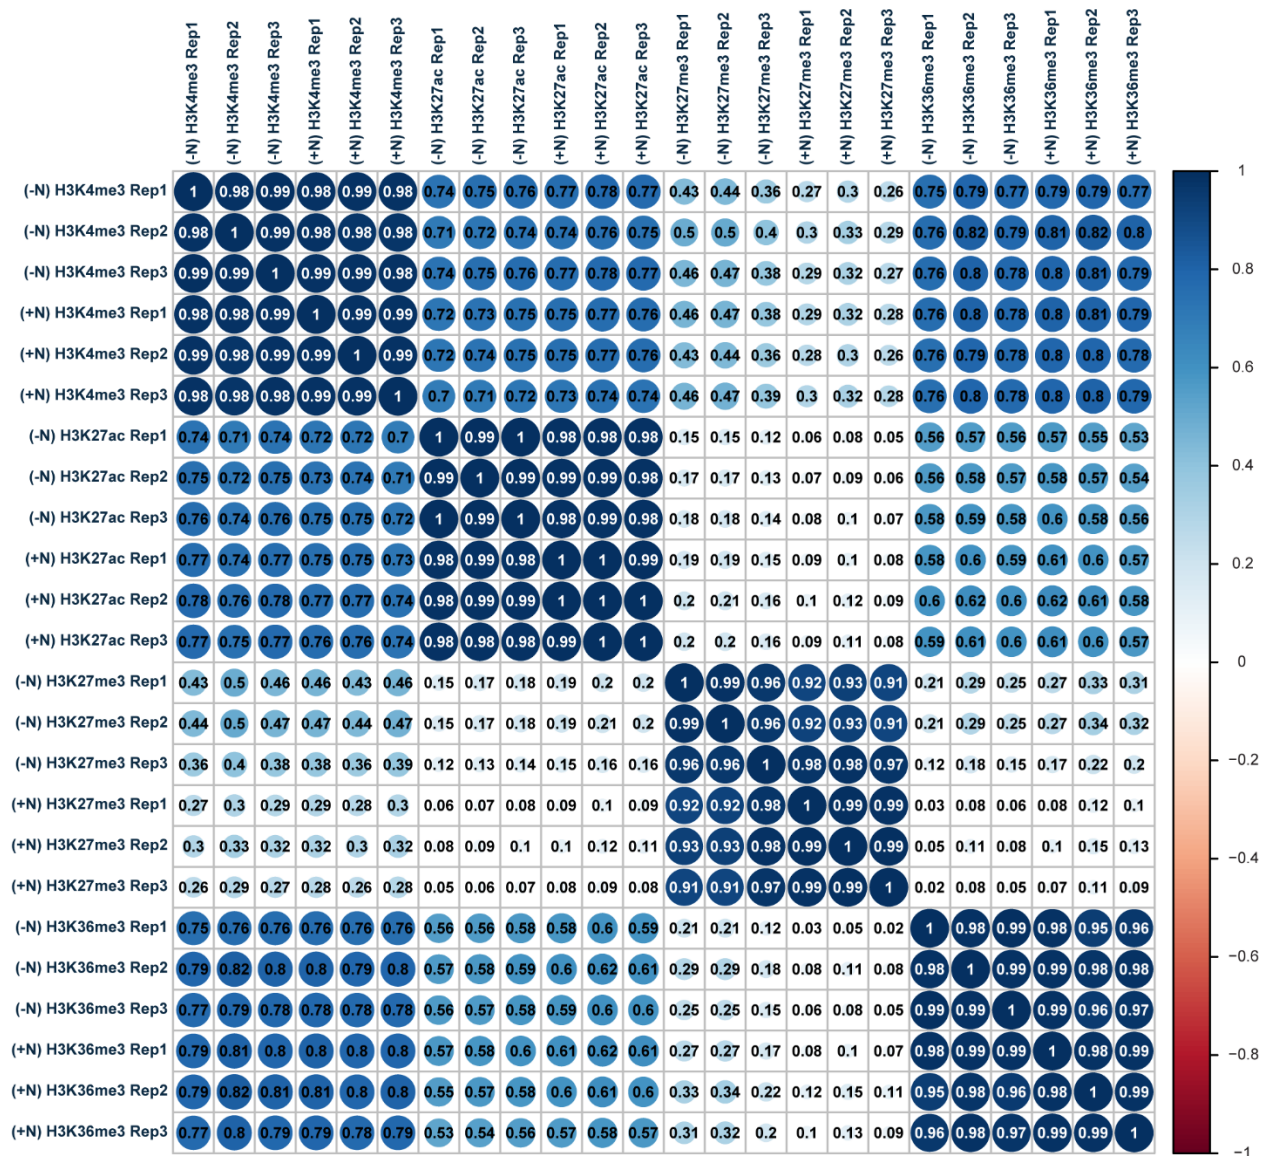

53

54 **Supplementary Figure 6. Correlation between genic ChIP-Seq signal between replicates in**  
 55 **root.** Pearson correlation for ChIP-Seq signal (normalized by fragments per million and gene  
 56 length, as used for input in machine learning predictions) for all annotated coding genes across all  
 57 ChIP-Seq replicates in tomato root. Note that values  $\geq 0.995$  appear as 1.

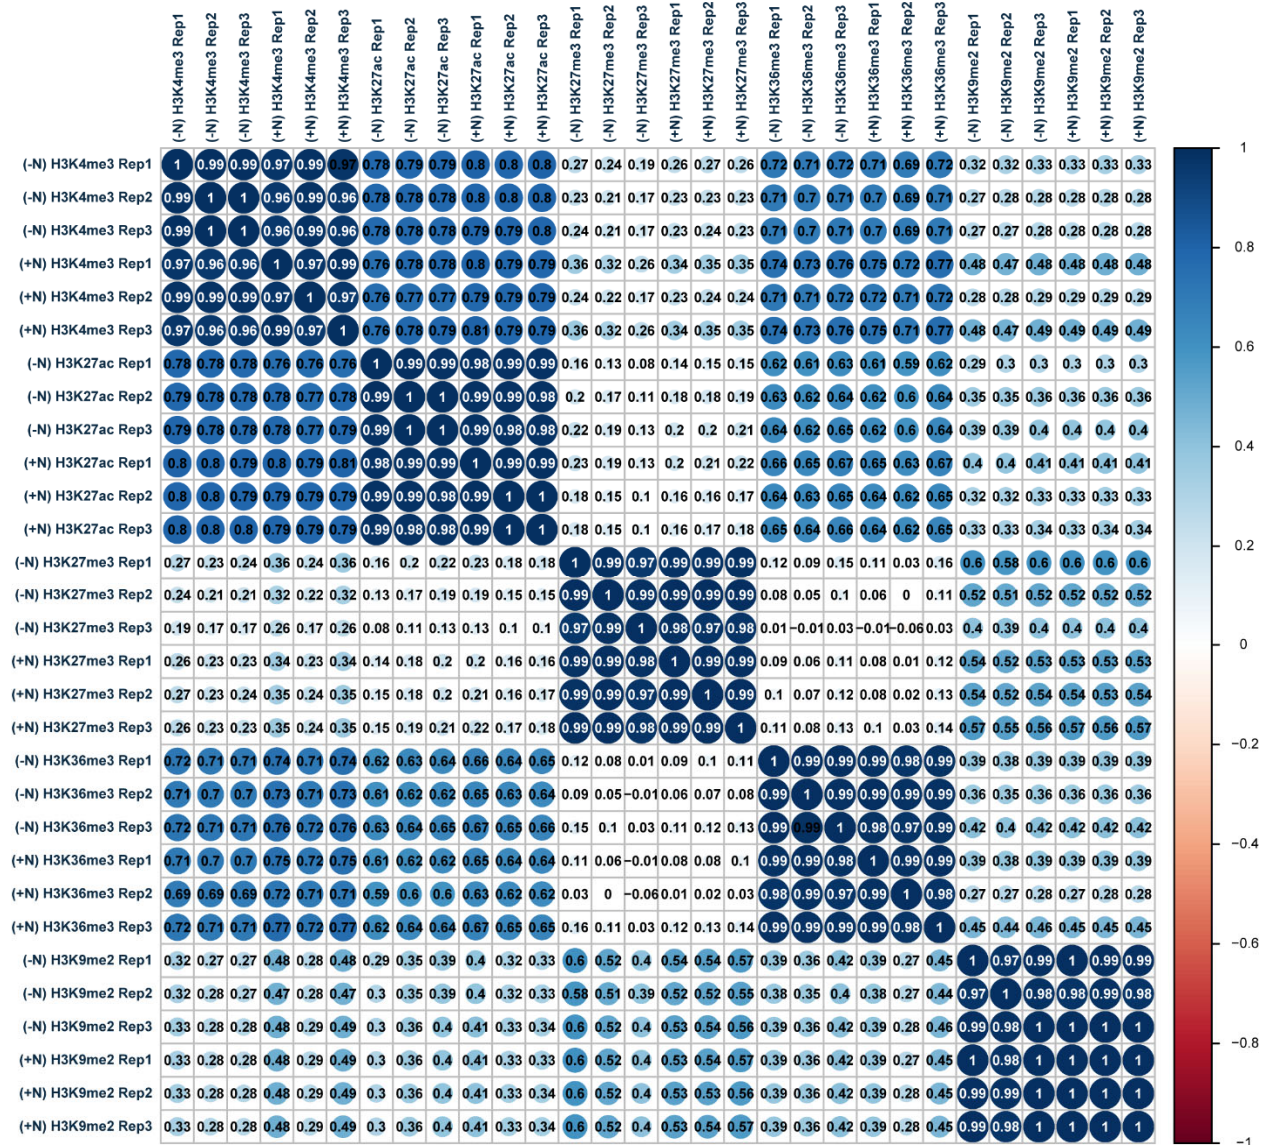

58

59 **Supplementary Figure 7. Correlation between genic ChIP-Seq signal between replicates in**  
60 **shoot.** Pearson correlation for ChIP-Seq signal (normalized by fragments per million and gene  
61 length, as used for input in machine learning predictions) for all annotated coding genes across all  
62 ChIP-Seq replicates in tomato shoot. Note that values  $\geq 0.995$  appear as 1.

# Supplementary material for: Organ-specific characteristics govern the relationship between histone code dynamics and transcriptional reprogramming during nitrogen response in tomato
**Source:** Commun Biol. 2023 Dec 4;6:1225. doi: 10.1038/s42003-023-05601-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Data

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Genes with significantly different histone modifications (DMGs) under N-supplied condition compared to N-starved controls in shoots or roots.

**File name:** Supplementary Data 2

**Description:** Differentially expressed genes (DEGs) in response to supply of nitrate in shoots and roots.

**File name:** Supplementary Data 3

**Description:** Significantly enriched GO terms among DEGs up-regulated or down-regulated in shoots or roots, determined by ShinyGO.

**File name:** Supplementary Data 4

**Description:** Significantly enriched GO terms among the DMGs with increased H3K27me3 at genic region and up-regulated in response to N in shoots.

**File name:** Supplementary Data 5

**Description:** Significantly enriched GO terms among top 10% DEGs predicted using H3K4me3 or H3K36me3 input to machine learning.

**File name:** Supplementary Data 6

**Description:** Genes encoding epigenetic regulators that are up- or down-regulated by N supply in shoots or in roots.

**File name:** Supplementary Data 7

**Description:** Significant GO terms enriched among DMGs.

**File name:** Supplementary Data 8

**Description:** Genes with significantly different H3K9me2 DMGs under N-supplied condition compared to N-starved controls in shoots or roots.

**File name:** Supplementary Data 9

**Description:** Source data for graphs in figures.

How the deposited data were processed for this re-analysis (not part of the article)

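mRNA was sequenced from tomato roots and shoots harvested 6 h after −N or +N treatment, with 3 biological replicates per group and 12 libraries in all. The 4 groups were 2 organs by 2 treatments, each library was a pool of 4 plants, and plants were 22 days old when the 4 days of starvation began. Only these RNA-Seq libraries were analysed here. Reads of the ChIP-Seq libraries were not analysed here, and the lists of DMGs are the paper's own.

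The values used are unnormalized read counts per gene that the authors made and deposited as a single table with 34075 genes and 12 sample columns, all of which were used. The authors trimmed reads with Cutadapt, mapped them with Tophat2 to build 4.0 of the *S. lycopersicum* genome and counted them with htseq-count. The counts of all libraries are whole numbers, and the table has no summary lines for reads outside genes. None of the gene identifiers occurs in the reference gene table used here (0 matched), so descriptions come from the paper's supplementary lists, which describe 5112 genes. The libraries held between 17472760 and 21901432 counted reads (median 19124527), and the 10 genes with the most reads took 3.79% to 5.26% of a library. At this depth a gene with no count in a group of 3 libraries is bounded only by the floor of 3 counts, and changes of such genes are given as lower bounds against that floor over the group. With 1 to 3 counts in a group, the ratio is given with an exact binomial 95% interval. Floors and intervals cover counting error only.

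Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each organ was fitted apart with edgeR (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, estimateDisp, glmQLFit and glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method. DEGs were called at an adjusted p of 0.015 and a fold change of 2, and relaxed calls at an adjusted p of 0.05. The N by organ interaction, coded as the change in shoots minus the change in roots, was tested in an edgeR fit of all 12 libraries and called at an adjusted p of 0.05. The TMM factors of that fit were computed over all 12 libraries. Interactions can therefore depart from the difference between the changes fitted in each organ. The log CPM values behind correlations used a prior count of 2. Overlaps of DEGs with the complete lists of DMGs were tested by one-sided Fisher's exact tests for lists with at least 5 tested genes, against the genes tested in the organ. The direction of each list was tested with limma's fry on voom values. For the 57 genes with increased genic H3K27me3, 10000 random lists were drawn, each gene replaced by 1 of the 100 genes closest to it in mean expression.

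The genes named in the text were chosen by a rule. It takes each gene that the paper's Results or Discussion name by identifier, the genes of Fig. 2, those of Supplementary Data 6 and the 10 translation genes of Supplementary Data 4. In each organ it adds the 3 largest rises and the 3 largest falls among DEGs whose groups do not overlap and whose mean is at least 5 CPM, and then the 3 largest interactions among genes called in opposite directions in the organs. The paper's tables and figures had been read when this rule was written, so the directions of the paper's genes were known.

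The alternatives tried were DESeq2, its size factors within edgeR, scaling by total counts, no filter beyond 1 count, a stricter filter (1 CPM in 3 libraries), all 12 libraries in a shared fit, the replicate number as a block, glmTreat against a 2-fold change, an adjusted p of 0.05 with the 2-fold cutoff, a fold change of 1.5, a relaxed call in the second organ, the whole count table as background, camera in place of fry, and leaving out each library in turn. Counts were also thinned to the smallest library, 17472760 reads. Tested on simulated counts with 200 genes changed 3-fold to 8-fold, the edgeR test recovered 197 in roots with 1 false call, 200 in shoots with 2 false calls, and 198 in the interaction with 5 false calls. The simulated changes were few, all beyond the 2-fold cutoff, and alternated between rises and falls. The check therefore does not bear on changes near that cutoff or on the scaling of the libraries. Lists of DMGs held only in part were left out, as were lists with fewer than 5 tested genes. The planned test of gene families by description was left out because the reference gives no descriptions for these identifiers.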

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

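In this part, the tests of scaling and the test of summed glutaredoxin counts were chosen only after the results were seen. The tests of scaling are those for the genes with an interaction, the *NLP* gene, the genes with opposite directions and the largest changes. The other tests here were chosen before the data were examined, as were the comparisons, the thresholds and the rule for naming genes.

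The response to N differed between the organs for 10881 genes by the edgeR interaction test at an adjusted p of 0.05, a difference between groups that the paper does not test. Among 100 regroupings of the treatment labels within the organs, drawn from 200, 2 gave as many genes, namely the real labels and the real root labels with the shoot labels exchanged (14567 genes). Mixed labels move the effect of N into the spread between replicates, so these regroupings bear on whether N has an effect at all, and chance cannot be excluded by them for the difference between the organs. Library size as the whole cause is argued against, since 96.8% of these genes were called again in the same direction after all libraries were thinned to the smallest. With total counts in place of TMM, 96.8% were called again in the same direction. Total counts shifted the median interaction by only −0.039, so this comparison hardly changed the scaling between the organs. It cannot decide how far small interactions depend on the scaling. All 12 of 12 libraries correlated best with the other libraries of their own group, which argues against a mislabelled library. The lowest such correlation was 0.98985, beside 0.953 as the highest with any other group. A response to N that differs between the organs stays open as a hypothesis. A difference in timing between organs was not tested, because a single time point was sampled, and GC content and gene length were not tested.

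The *NLP* gene *Solyc01g112190.3* was picked out because it falls in roots and rises in shoots, with an interaction of 5.87 on the log2 scale. With total counts the interaction was 5.83, which argues against the scaling of the libraries. An opposite regulation in the organs may underlie it. Reads shared with a related gene were not tested.

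The 3 largest interactions among the other genes with opposite calls lie in genes with few reads. *Solyc06g075970.4*, described as an efflux pump subunit, had no count in −N roots and 499 in +N roots, at least 192-fold higher, and fell in shoots from 65 to 15 counts (log2 fold change −1.67, standard error 0.49, edgeR adjusted p = 0.00519). Its shoot call was lost with DESeq2 (DESeq2 adjusted p = 0.0186), without shoot −N replicate 3 (edgeR adjusted p = 0.0253) and without shoot +N replicate 1 (edgeR adjusted p = 0.0372), and over its alternatives the adjusted p of edgeR or DESeq2 ranged from 0.00126 to 0.0372. *Solyc04g081130.1* (glyoxal oxidase) fell in roots by 3.71 and rose in shoots by 4.42 on the log2 scale, an interaction of 8.04 (standard error 0.55, edgeR adjusted p = 1.00e-10). *Solyc06g076290.1* (a GRAS transcription factor) rose in roots from 3 to 52 counts, a ratio of 20.0 (95% counting interval 6.49 to 100.3; fitted log2 fold change 4.16, and 4.94 without −N replicate 2), and had a log2 fold change of −2.07 in shoots (edgeR adjusted p = 0.00161). For these genes every +N library lay on the same side of every −N library in each organ. Scaling is argued against, because total counts shifted the median interaction of all tested genes by −0.039, far less than the organs differ at these genes. A response of opposite sign may be real, while misassigned reads, which matter most at such low counts, were not tested.

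Among DEGs with a mean of at least 5 CPM whose groups do not overlap, the 3 largest rises and falls of each organ by fitted log2 fold change lie in genes that the paper does not discuss, and they were picked out for that reason. Genes with fewer reads were not ranked. One of them, *Solyc06g075970.4*, was at least 192-fold higher in +N roots, a log2 bound of 7.59. This bound lies above the third of the root rises given next and cannot place the gene against the larger ones. In roots the rises were those of *Solyc03g078620.1* (C2 calcium/lipid-binding domain), from 2 to 2460 counts, a ratio of 1422 (95% counting interval 393 to 11748), *Solyc05g009580.3* (aluminum-activated malate transporter 9), from 1 to 1150 counts, a ratio of 1329 (238 to 52554), and *Solyc10g050510.1* (unknown protein), with a log2 fold change of 7.27. The falls were those of *Solyc09g098380.3* (amino acid transporter), 217-fold higher in −N than in +N (74.0 to 1055), *Solyc08g079300.3* (cytochrome P450), with a log2 fold change of −7.10, and *Solyc04g079510.2* (major facilitator superfamily), with −6.49. Both −N counts of *Solyc03g078620.1* came from replicate 1, and the −N count of *Solyc05g009580.3* from replicate 2. The value of *Solyc08g079300.3* rests on +N replicate 3. Without it the log2 fold change is −12.03, a value that depends on the prior count, and without +N replicate 1 it is −6.50. That of *Solyc04g079510.2* is −7.09 without +N replicate 2. In shoots, the falls were those of *Solyc09g098380.3* (log2 fold change −5.63), *Solyc08g067630.3* (histone deacetylase-like protein, −5.18) and *Solyc06g068130.3* (−5.04). The log2 fold change of *Solyc09g098380.3* moved to −6.72 without shoot +N replicate 3, and in roots to −8.43 without +N replicate 1. Total counts shifted the median of all tested genes by at most −0.30, far less than these changes, which argues against scaling. Regulation by N within 6 h may explain them as a hypothesis. Reads shared with related genes were not tested for them.

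Under the same limits, the 3 largest rises in shoots are those of the glutaredoxin genes *Solyc04g011840.1*, *Solyc04g011830.1* and *Solyc04g011860.1*, which had no count in −N shoots and were at least 743-fold, 358-fold and 328-fold higher in +N. In roots they were at least 24.3-fold, 28.5-fold and 31.2-fold higher. Reads could have been divided among these copies or shared with others, so their separate values are uncertain. The summed counts of the 3 genes were 3195 in +N shoots (999 to 1132 per library) and 0 in −N, but this sum follows from the separate counts of 0 and is no further test, and reads from other copies were not tested. An induction of the genes by N stays open as a hypothesis.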

How the results depend on the processing

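The tests of the interaction with total counts, and of DESeq2 calls against the whole count table, were chosen only after the results were seen.

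Depth limits what can be said of genes near 0 counts, for which only floors or wide counting intervals can be given. Of 130 results for single genes, 106 kept their direction and call in every alternative run. Over 1699 alternatives for them, 1653 kept both, 42 were weaker, 1 was stronger and 3 were reversed. The stronger is *Solyc05g006920.4* in shoots, which passed the 2-fold cutoff with total counts (−1.10). The reversed are *Solyc08g007060.4* in shoots with total counts (−0.13), and *Solyc08g077170.3* in shoots without −N replicate 1 (0.031) and without +N replicate 1 (0.026), all far from a call. With each shoot library left out, the latter gene lay between −0.22 and 0.031.

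DESeq2 called 1331 up-regulated and 1304 down-regulated genes in roots, and 2760 and 1534 in shoots. With a fold change of 1.5 the edgeR counts were 2860 and 2779 in roots and 4584 and 3548 in shoots, because the cutoff admits smaller changes. With glmTreat, which asks for evidence beyond 2-fold, they were 688 and 552 in roots, and 1786 and 672 in shoots. With total counts, which shift the median change in shoots, they were 1820 and 3026 in shoots. With all 12 libraries in a shared fit, they were 2477 and 1961 in shoots. With each library left out in turn, the counts stayed between 1280 and 1354 (up, roots), 1290 and 1350 (down, roots), 2711 and 2783 (up, shoots), and 1506 and 1599 (down, shoots). Relaxed calls stayed between 5710 and 5979 (up, roots), 5492 and 5771 (down, roots), 6805 and 7094 (up, shoots), and 6437 and 6924 (down, shoots).

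The percents of up-regulated, down-regulated and all DEGs not called in the same direction in the other organ (86.9%, 85.2% and 86.1% by edgeR) moved to 74.3%, 79.1% and 76.0% with a fold change of 1.5, and to 43.7%, 51.5% and 46.5% with a relaxed call in the second organ, as those settings admit more shared genes. With total counts they were 88.6%, 83.3% and 85.1%, and with all 12 libraries in a shared fit 85.7% (up) and 85.0% (all); the cause was not tested. With libraries left out in turn they lay between 86.3% and 87.1%, 84.9% and 85.7%, and 85.7% and 86.3%. The interaction was called for 3200 genes at an adjusted p of 0.015 and a 2-fold difference, for 10937 with total counts, and for 10275 to 10719 with libraries left out.

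Of the 36 overlaps, only that of up-regulated DEGs with decreased genic H3K9me2 in shoots moved across the threshold in the settings tried for them. Its Fisher adjusted p of 0.0348 became 1 against the whole count table, 0.741 with DESeq2 calls, 0.772 with relaxed calls, and 1 with DESeq2 calls against the whole table. Without shoot −N replicate 1 it was 0.0827, without −N replicate 2 0.0703, without +N replicate 1 0.0628 and without +N replicate 3 0.163, a range of 0.0283 to 0.163 over the libraries left out. Between 12 and 13 overlaps passed in those fits. The share of the 57 genes with increased genic H3K27me3 lay between 56.1% and 59.6%. Neither the overlaps nor this share was computed with total counts, so their dependence on that scaling is not known.

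All 18 lists of DMGs were called with a direction by fry, and 17 to 18 with libraries left out. Camera with an estimated correlation called 10. Lists not called by it, by its preset correlation or by fry with total counts were, in shoots unless stated, increased upstream H3K4me3 in roots (estimated, limma adjusted p = 0.0545), decreased genic H3K36me3 (estimated, 0.106), decreased genic H3K9me2 (preset 0.203, estimated 0.218), decreased upstream H3K27me3 (0.852, 0.857, total counts 0.141), increased upstream H3K27me3 (0.584, 0.674), increased upstream H3K36me3 (0.0905, 0.183), decreased upstream H3K4me3 (0.729, 0.837) and decreased upstream H3K9me2 (0.716, 0.718, total counts 0.141). Camera, unlike fry, compares the list with the other genes, and the cause of the lost calls was not tested. With total counts, decreased upstream H3K4me3 reversed to falling (limma adjusted p = 0.0178). With libraries left out it lay between 8.53e-04 and 0.184, rising above 0.05 without −N replicate 1 (0.184), −N replicate 2 (0.130), +N replicate 1 (0.0708), +N replicate 2 (0.0565) and +N replicate 3 (0.122).

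Whether libraries with the same replicate number share more than a label cannot be told from the small correlations of their deviations. These were −0.032 to 0.051 for the same number, beside −0.053 to 0.018 for different numbers. The highest, 0.051 and 0.041, were those of root and shoot −N libraries of replicates 1 and 3, while replicate 2 had −0.0087. With the replicate block, 1301 genes were up-regulated and 1315 down-regulated in roots, 2761 and 1566 in shoots, and 10629 had an interaction. In the interaction fit the block joined −N and +N libraries of the same number within an organ. A pairing of roots with shoots was not modelled. The block left decreased upstream H3K4me3 at a limma adjusted p of 0.0533 and decreased genic H3K9me2 at a Fisher adjusted p of 0.0338. The test of gene families by description was not run, since 0 of the gene identifiers were matched in the reference.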

Differences from the paper's values

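A value was taken to differ when it and the paper's were more than 1.5 times apart, a criterion set before the data were examined. Of 16 values that the paper states and that were set beside edgeR results here, 0 differ by it. The criterion is wide. With total counts, 1886 genes were down-regulated in roots where the paper gives 1304, and this stays within it. Of the 16 comparisons, 2 set reads counted on genes beside sequenced read pairs, which are different quantities. Another 2 compare the same edgeR count, 6921 relaxed down-regulated genes in shoots, with the 2 numbers that the paper gives for it, 6548 in its Results and 6458 in its Methods, where DESeq2 gave 6458 here. Over the alternatives set before the data were examined, 14 of 171 values differ, namely 4 of 5 with a fold change of 1.5, 4 of 4 with glmTreat, 1 of 1 with a relaxed second organ and 5 of 10 with total counts.

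The paper states that genes with changed H3K9me2 do not overlap significantly with DEGs in shoots. Here, up-regulated DEGs made up 13 of 50 tested genes with decreased genic H3K9me2 (one-sided Fisher's exact test, adjusted p = 0.0348), where the paper has about 11 in Fig. 3, read by eye, while neither the down-regulated DEGs nor the genes with decreased upstream H3K9me2 passed. The overlap does not pass against the whole count table (Fisher adjusted p = 1), which is the background of the paper's methods, with DESeq2 calls (0.741), with relaxed calls (0.772), or without shoot −N replicate 1, −N replicate 2, +N replicate 1 or +N replicate 3 (0.0827, 0.0703, 0.0628 and 0.163). It passes with the replicate block (0.0338), without −N replicate 3 (0.0331) and without +N replicate 2 (0.0283). It also does not pass with DESeq2 calls against the whole table (1), a setting chosen after seeing the values.

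Of 33 overlap counts printed in Fig. 3 that could be compared, 24 equal those with edgeR calls (largest difference 3) and 32 equal those with DESeq2 calls (largest difference 1). The count that DESeq2 calls do not match is that of up-regulated genes with decreased genic H3K9me2, 12 by DESeq2 here. The paper's list of genes down-regulated in roots holds 1304 genes, of which DESeq2 called 1304 here and edgeR 1274, and edgeR called 69 genes outside it.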

Other observations

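The explanations weighed in this part were given tests planned ahead of the results.

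Other groupings of 3 and 3 among the 6 libraries of each organ were fitted for the counts of DEGs and of relaxed calls. In roots, 1 of the 10 splits, the real one, gave as many DEGs, and 1 of 10 as many relaxed calls. In shoots these numbers were 1 of 10 and 1 of 10. All other splits gave 0 DEGs and 0 relaxed calls, beside 2654 DEGs and 12197 relaxed calls in roots and 4348 and 14112 in shoots. As with the regroupings above, mixed labels move the effect of N into the spread between replicates. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by these splits alone.

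More DEGs were called in shoots than in roots. A smaller spread between shoot replicates is argued against by the common biological coefficient of variation, 0.0655 in shoots and 0.0643 in roots. Deeper shoot libraries are argued against by 4276 DEGs in shoots and 2640 in roots after all libraries were thinned to the smallest. The measured changes were larger in shoots, with a median absolute log2 fold change of 0.499 over the tested genes, beside 0.356 in roots. At any p, 4531 genes in shoots and 2826 in roots changed more than 2-fold. Why shoots changed more at this time point stays open, and timing was not tested.

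A DEG of 1 organ may miss the call in the other because of the threshold. Of the DEGs of 1 organ, 74.0% had an interaction at an adjusted p of 0.05, but so had 52.2% of the shared DEGs, and 41.8% of the DEGs of 1 organ had an interaction at an adjusted p of 0.015 and a 2-fold difference. A difference in response and an effect of the threshold cannot be told apart for the genes in between, because a difference between the organs can be significant while both changes lie near the 2-fold cutoff.

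The 57 genes with increased genic H3K27me3 have more reads than most genes, which could by itself raise their share of DEGs. The highest median log2 fold change of matched lists was 0.77, beside 1.43 for the list, which argues against the level of expression as the cause of the rise.

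The genes with increased genic H3K4me3, H3K36me3 or H3K27me3 in shoots also tended to rise in roots. Of 113 tested there, 75 (66.4%) were up-regulated by relaxed calls and 16 down-regulated, where 29.2% of all tested root genes were up-regulated (one-sided Fisher's exact test over genes, p = 2.77e-16). Their median log2 fold change in roots was 0.64, while that of the 125 listed genes tested in shoots was 1.78 there, and by the interaction 68 changed more in shoots and 19 more in roots. A transcript response confined to shoots is therefore argued against.

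The Discussion names 4 nitrate transporter genes. *Solyc05g006990.3* rose in both organs, with a log2 fold change of 1.61 in roots (edgeR adjusted p = 2.44e-12) and 1.84 in shoots (edgeR adjusted p = 1.12e-12). *Solyc05g006920.4* had a log2 fold change of −0.65 in roots (edgeR adjusted p = 0.00295) and −0.80 in shoots (edgeR adjusted p = 7.21e-08), under the 2-fold cutoff in both. *Solyc08g007060.4* fell in roots from 91.9 ± 7.81 to 45.1 ± 12.1 CPM (SD, n = 3), a log2 fold change of −1.03 (edgeR adjusted p = 5.00e-06), which went under the cutoff without −N replicate 3 (−0.98), +N replicate 1 (−0.92) or +N replicate 3 (−0.92). In shoots it was 0.16 (edgeR adjusted p = 0.101), and −0.13 with total counts. *Solyc08g077170.3* had 70 counts in −N roots and 1 in +N roots, 60.6-fold higher in −N (95% counting interval 10.5 to 2425, the +N count being in replicate 2), and did not change significantly in shoots (−0.067, edgeR adjusted p = 0.794).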
